# High-resolution binding data of TFIID and cofactors show promoter-specific differences in vivo

**DOI:** 10.21203/rs.3.rs-8428476/v1

**Published:** 2026-01-30

**Authors:** Sergio G-M Alcantara, Simon Bourdareau, Melanie Weilert, Julia Zeitlinger

**Keywords:** TFIID, TBP, NC2, ChIP-nexus, promoter selection, *Drosophila* kc167cells, transcriptional bursting

## Abstract

TFIID is instrumental in recognizing promoter sequences and initiating transcription, yet a cohesive understanding of how this complex interacts with and functions at different promoter types *in vivo* is still lacking. Here, we employed ChIP-nexus to capture high-resolution binding footprints of all *Drosophila* TFIID subunits across the genome. These footprints reveal TFIID sub-modules whose DNA contacts suggest new structural details. At different promoter types, the footprints of the TAFs are very similar, suggesting the presence of engaged TFIID across all promoters. In contrast, the binding profile of TBP is promoter-specific, enabling us to identify TATA, DPR, and TCT/housekeeping promoters *de novo*, along with their underlying core promoter elements. Notably, our data point to NC2 being specific for TBP binding at the TATA box and suggest that TATA promoters show both TAF-dependent and TAF-independent initiation *in vivo*. These data suggest a model for the increased burst size observed at TATA promoters and provide a comprehensive resource for linking structural and biochemical results to *in vivo* data.

TFIID is a multi-subunit complex crucial for recognizing core promoter sequences, assembling the pre-initiation complex (PIC), and initiating RNA polymerase II (Pol II) transcription at transcription start sites (TSSs)^1^. TFIID is composed of TATA-binding protein (TBP) and 13 TBP-associated factors (TAFs), together forming a three-lobed structure when reconstituted in vitro^2^. As revealed by elegant cryo-EM studies, these lobes become reorganized when TFIID binds the promoter^3–6^. One lobe of TFIID binds to the downstream region (a.k.a. lobe C), while another lobe engages the upstream core promoter region (a.k.a. lobe B) together with the third lobe (a.k.a. lobe A), which is more flexible and structurally more difficult to characterize^5,6^. During this reorganization, TFIID places TBP near the site of transcriptional initiation, which is likely a critical step for PIC formation^5–9^.

Despite remarkable advances, TFIID is best understood in vitro, while its role in vivo across various promoter types remains incompletely understood. Different promoter types produce transcripts with distinct bursting properties^10–12^. Notably, TATA promoters show efficient reinitiation resulting in transcription bursts with more transcripts than TATA-less promoters. Cryo-EM structures suggest that various promoter types are bound by engaged holo-TFIID6, but whether TFIID plays different functional roles across promoter types is not understood.

Since TFIID is very flexible in vitro and sometimes found in sub-stoichiometric compositions^13–17^, it is possible that TFIID preferentially binds some promoter types, adopts different conformations, or forms distinct sub-complexes. Alternatively, TFIID could influence the transcription initiation pattern by differentially mobilizing TBP. TBP’s contacts appear to be highly regulated since it is bound by several TAFs (TAF1, TAF11/13)^8^, as well as by NC2 and Mot1^18–24^. These observations raise the possibility that TFIID binding differs across promoter types, an idea that remains untested in vivo.

To investigate TFIID function in vivo, we performed high-resolution ChIP-nexus experiments to map the occupancy of all 14 TFIID subunits across the Drosophila genome, in which core promoters are well characterized^25^. Our data reveal that while TFIID’s modular structure is broadly conserved across promoters, TBP and NC2 display striking promoter-specific binding patterns. Notably, TBP’s pattern at TATA promoters suggests an additional TAF-independent mode of initiation, which we propose contributes to the large transcriptional burst size of TATA promoters.

## Results

### ChIP-nexus captures all TFIID subunits at promoters

To robustly detect the patterns by which each TFIID subunit binds to core promoters *in vivo* at the highest resolution, we used ChIP-nexus^26^. ChIP-nexus is a chromatin immunoprecipitation coupled to exonuclease (ChIP-exo) technique, where a 5’ exonuclease digests the DNA of formaldehyde-fixed chromatin until encountering a protein-DNA crosslink. The DNA libraries produced from pulling down each TFIID subunit show precise strand-specific footprints at the sites where the TFIID subunit is directly or indirectly crosslinked to DNA (Figure 1A). We performed ChIP-nexus for each TFIID subunit in *Drosophila* Kc167 cells under normal conditions (DMSO control), and after treatment with triptolide (TRI), which blocks transcription at the PIC stage and yields higher occupancy of TFIID^27–30^.

In support of the quality of our data, all experiments showed strong and distinct binding footprints of TFIID subunits at promoter regions (Figure 1B). We then selected all active focused promoters, defined as annotated TSSs where CAGE-seq data in Kc167 cells show transcription initiation in a narrow window (n = 1,769; Figure S3, see Methods). After confirming that the biological replicate experiments were highly reproducible (Figures S1,S2), we analyzed the pooled ChIP-nexus coverage of each TFIID subunit.

When the promoters were sorted by their TAF1 occupancy, the other TFIID subunits followed the same intensity pattern (Figure 1C). TAF9, TAF10 and TAF12 are also components of the SAGA complex, which associates with promoter and enhancer regions^31,32^, but since the ChIP-nexus data are mapped at the TSS and sorted by TAF1 signal, the contributions of SAGA-specific signals from the shared TAFs are likely blurred and minimized.

We next clustered the TFIID subunits based on their binding level similarity across the promoters, measured as pairwise Pearson correlation coefficients (PCCs). We included ChIP-nexus data for the PIC transcription factors TFIIA, TFIIB, TFIIF and PolII for comparison, which showed high correlations with the TFIID subunits (median PCC = 0.9) (Figure 1D). Notably, TBP had a higher correlation with TFIIA and other PIC components than with the TAFs (Figure 1D), consistent with a direct physical interaction between TBP and TFIIA in the PIC^5,6,33,34^.

Importantly, the TFIID subunits were overall all highly correlated in their binding levels (median PCC = 0.9), and the most correlated TAFs (TAF4/12, TAF1/7/2, TAF11/13 and TAF6/9) were known to each form a physical complex^9^ (Figure 1D). This suggests that high correlations are indicative of physical interactions, consistent with formaldehyde fixation generating abundant protein-protein crosslinks^35,36^, causing interacting proteins to be pulled down with the same protein-DNA contacts in ChIP-nexus experiments^30,37–40^. The results indicate that our *in vivo* data align with the known *in vitro* structure of TFIID.

### TFIID structure inferred from in vivo footprints

To identify differences by which TFIID subunits contact DNA, we analyzed the base-resolution ChIP-nexus binding footprints. Since interacting proteins are crosslinked to each other and often pulled down together, they produce similar footprints in ChIP-exo/nexus data^30,37–40^. Exact protein-protein interactions cannot be inferred since formaldehyde crosslinks do not occur at all amino acids^36^, but as an accumulative measure, we expect the ChIP-nexus binding profiles to resemble the structural organization of TFIID *in vivo*.

To analyze the ChIP-nexus binding profiles for each TFIID subunit at maximum signal and resolution, we used the ChIP-nexus data of TBP and the 13 TAFs after triptolide treatment and averaged across the promoters with narrow transcription initiation windows (Figure S3). We then identified the main DNA contacts made in these profiles by calculating the midpoint between the peak on the positive strand and the corresponding downstream peak on the negative strand. The main footprint positions were found in six distinct regions, mapped at −150/−50, −30, −18/−14, +10, +19 and +32 bp relative to the TSS (Regions 1–6 in Figures 2A,S4). Moreover, Principal Component Analysis (PCA) grouped the profiles of the 14 TFIID subunits into four modules, which we call the downstream, middle, upstream narrow and upstream broad module (Figures 2A,B). Both the modular organization and the preferred DNA contacts align well with cryo-EM structures of promoter-bound human and yeast TFIID (Figure 2C)^3–6^, demonstrating that our data can provide insights into the structural organization of the complex *in vivo*.

Our downstream module is the lobe that engages with DPR core promoter elements (lobe C). TAF1, TAF7 and TAF2 form three clustered footprints at +10, +19, and +32 bp (Figure 2A, regions 4-6), consistent with the human TFIID cryo-EM structures^3,5,6^ and contradicting previous biochemical experiments implicating *Drosophila* TAF6/9 in binding to DPR elements^41^. Interestingly, our downstream module also contains TAF3, which is part of the flexible lobe A and whose location in promoter-bound TFIID is not well established^5,6^. The inclusion of TAF3 together with TAF1/2/7 is supported by crosslinking mass spectrometry analysis in yeast^4^ and consistent with TAF3 containing a PHD finger that interacts with the H3K4me3 mark of the +1 nucleosome downstream of the TSS^42,43^.

The middle module shows footprints both upstream and downstream of the TSS (Figure 2A, regions 2-5). As expected, it contains TAF6 and TAF8, which are known to bridge the upstream and downstream module in cryo-EM structures and thus indirectly contact the promoter both upstream and downstream (Figure 2C). More unexpectedly, TAF11 clusters within the middle module, even though TAF11 forms a heterodimer with TAF13, which is found in the upstream module^44^. TAF11/13 are known to interact with TBP and inhibit its binding to DNA in the canonical state of TFIID. Thus, in the conformation of TFIID where TBP engages the promoter, TAF11/13 must relocate or disengage from TBP^5,6^. Our *in vivo* footprint data are therefore consistent with a rearrangement in which TAF11 becomes positioned closer to TAF6 and TAF8 to allow TBP to bind DNA.

The narrow upstream module consists of TBP, TAF5, TAF9 and TAF13, which are from the two lobes that engage the upstream promoter region (lobe A and B). This module shows strong footprints around the site of PIC formation at −18/−14 bp in our data (Figure 2A, regions 2 and 3). The density for these TAFs is poorer in cryo-EM structures^4–6^, but overall agrees with our data.

Notably, the strongest footprint of TBP is found at the −18 bp position, consistent with previous *Drosophila* TBP ChIP-nexus data and human TBP ChIP-exo data^30,37,38^. This is unexpected since the TATA box is found at −30 bp, and TBP also binds at a similar position at TATA-less promoters in cryo-EM structures^6^. Moreover, TAF13 has its strongest footprint at the −30 bp position (Figure 2C, arrow), suggesting that the underlying sequence is conducive to ChIP-nexus footprints. This suggests that TBP crosslinks poorly at the TATA box, likely because TBP primarily interacts with the DNA phosphate backbone^45,46^, rather than the bases, which are the preferred substrate of formaldehyde crosslinking^36,47^. TBP’s crosslinking signal at −18 bp likely originates from TBP’s interaction with PIC components like TFIIB, which contact DNA downstream of the TATA box^6,45,48^. We will examine this TBP footprint in more detail later.

Finally, we identified a broad upstream module, which shows high levels of diffuse footprints upstream of the TSS (Figure 2A, region 1). It consists of TAF4, TAF10, and TAF12, which are present in two copies and belong to the two lobes that engage the upstream promoter region^3,5,6^. These diffuse upstream footprints might be due to contacts with enhancers upstream of the TSS since many TAFs are known to engage with DNA-bound transcription factors^49–58^. Additionally, TAF10 and TAF12 could also engage these regions as part of the SAGA complex^59^.

Taken together, the ChIP-nexus profiles show strong agreement with the in vitro cryo-EM structures, provide insights for less well-characterized subunits such as TAF3, and point to unexplained observations for TAF11/13 and TBP.

### The TBP binding profile is promoter-type-specific

The high correlation of the TFIID subunits across promoter types argues against partial TFIID complexes at specific promoters but does not rule out subtle differences by which TFIID subunits, especially TBP, interact with different promoter types. To test this, we analyzed our ChIP-nexus data from untreated cells to capture all possible promoter states (see Figure S6 for data from triptolide-treated cells). We identified four representative promoter types among our defined set of narrow promoters, selected based on the presence of core promoter elements at specific positions relative to the TSS, as done previously ^30,60,61^ (Figures 3A, S5).

TATA promoters (n = 191) have a TATA box located −30 bp upstream of the TSS. Downstream promoter region (DPR) promoters (n = 334) have a DPR element at +20-30 bp, thus an MTE, DPE or PB motif. DPR promoters typically show higher levels of Pol II pausing^30,61,62^. TCT promoters (n = 78) initiate at a TCT motif and are often found at ribosomal genes^63,64^. Finally, housekeeping (HK) promoters (n = 282) have at least one housekeeping core promoter element (DRE, Ohler 1, 6 and 7 motifs) and no TATA, TCT or DPR element. HK promoters tend to be more dispersed with broader initiation windows^65–68^, but this dispersion was kept minimal by our selection of promoters with narrow transcription initiation.

Comparing the profiles of all TFIID subunits at the four promoter types revealed that TBP has the most promoter-specific profile (Figure 3B), although there are subtle differences among the TAFs, e.g., the binding at the TCT and HK promoters is more diffuse. The fact that TBP stands out as being most promoter-specific supports the hypothesis that TBP is a mobile component of TFIID^1,9,69^ and may indicate functional differences between promoter types.

Notably, the strong footprint of TBP at the upstream −18 bp position is specific for TATA promoters (Figure 3B). It is strongest after triptolide treatment, supporting its association with the PIC (Figure S6). TBP also displays a broad footprint +32 bp downstream of the TSS (Figure 3B). This footprint is present at all promoter types to various degrees, but is not observed after triptolide treatment (Figures 2A, S6, S7). This suggests that downstream TBP does not occur during PIC assembly but during another step of the transcription cycle, though we can exclude its association with stable Pol II pausing (Figure S9). We note that cryo-EM studies have suggested that TBP is in a promoter-downstream position before it gets loaded onto the upstream position^3,5,6^, thus it is possible that downstream TBP represents the TFIID loading state. While TBP appears to have the most promoter-specific profile, this conclusion is so far based on average profiles across selected promoter sets. To test whether the differential TBP binding profile is robust across individual promoters, we asked whether we could re-classify promoters based on their individual TBP binding profile. Using the base-resolution TBP profiles at the previously defined narrow promoters (Figure S3), we performed k-means clustering allowing four possible clusters (see Methods).

The TBP profiles of the four clusters (Figures 3C,D) and their enrichment of core promoter elements (Figure 3E) suggest that the clusters represent TATA promoters (cluster 1), DPR promoters (cluster 2), and two sets of TCT/HK promoters, one with diffuse TBP ChIP-nexus footprints (cluster 3), and the other with low TBP ChIP-nexus footprints (cluster 4) (Figures 3C,D).

As further validation, we asked whether we could *de novo* discover the core promoter elements from each of the promoter sets clustered by TBP profile (Figure 3F,G). We aligned the sequences at the TSS and visualized the bases coded by color. Due to their strict positioning relative to the TSS, certain core promoter elements were discernible by eye (Figure 3G). Clusters 3 and 4 (TCT/HK) showed clear Inr elements, while clusters 1 and 2 showed additional strong sequence patterns indicative of TATA and DPR promoters, respectively (Figure 3G).

The resulting motif logos also closely matched the known core promoter elements^70–72^ (Figure 3F). Notably, the TATA and DPR promoters both have Inr elements, but only those from DPR promoters were enriched for the G at position +2 (Inr-G) as previously reported^61^. Furthermore, a CG-rich sequence next to the TATA motif resembles the TFIIB response element (BREd)^48^, but we cannot exclude that this sequence simply enhances the crosslinking of TFIIB at this position. Taken together, we conclude that TBP displays binding profiles that can be used to classify promoter types *de novo* and predict their sequence elements.

### TAF-independent PIC formation at TATA promoters

We next investigated what causes the strong upstream footprint of TBP at TATA promoters. We considered that it might be due to prolonged binding of TBP at the TATA box, which could explain the more rapid reinitiation at TATA promoters^73–77^. If so, one would expect higher total levels of TBP relative to the transcriptional output at TATA promoters. To test this, we normalized the ChIP-nexus binding profiles of TBP and the other factors by dividing the binding signal at each promoter by the corresponding CAGE-seq transcript level.

Once normalized, the levels of TFIIA and TFIIB were not statistically different between TATA and DPR promoters (Figures 4A,B), suggesting that PIC factors occupancy is roughly proportional to the amount of transcripts initiated at these promoters. An exception were TCT promoters, which had lower levels of TFIIA and higher levels of TFIIB, indicating functional differences (Figures 4B). TRF2 was also significantly lower at TATA promoters, consistent with TRF2 not binding the TATA box and with previous ChIP experiments^32,63,64,67,78,79^. Importantly, TBP followed the trends of the PIC factors and was not significantly higher at TATA *versus* DPR promoters after normalization (Figure 4B), which supports the idea that TBP does not remain bound through multiple initiation events at TATA promoters.

We next investigated whether TBP-associated proteins might provide clues to TBP’s promoter-specific distribution. We performed ChIP-nexus experiments on Mot1 and both NC2 subunits, two factors known to alter TBP binding on DNA^20,21,23,80,81^ (Figures 4C, S8A). Mot1 showed elevated binding at all locations where TBP binds at TATA and DPR promoters, especially at the downstream footprint (Figures 4A; S8A). In contrast, both NC2 subunits, NC2α and NC2β, were specifically bound to TATA promoters, significantly higher than at DPR promoters even after normalization (p < 0.001) (Figures 4A,B). Each NC2 subunit showed two sharp ChIP-nexus footprints: one at −18 bp, coinciding with that of TBP, and another at −33 bp near the TATA box (Figure 4A; S8A). These results match remarkably well the crystal structure of TBP-NC2-DNA ternary complex (Figure S8B)^82^. This could be because NC2α and NC2β contain lysine residues positioned to cross-link with DNA in the vicinity of the TATA box: NC2α contacts the TATA box underneath TBP (Lys18, Lys19), whereas NC2β also interacts with the downstream region (Lys63, Lys64)^82^. This likely explains why NC2 generates ChIP-nexus footprints at the TATA box where TBP cannot.

Finally, we investigated whether the strong upstream TBP footprint at TATA promoters could represent TBP as part of a TAF-independent PIC. This is in agreement with classic studies showing that TATA promoters do not require TAFs for transcription initiation *in vitro*^83–86^, as well as with studies showing that TATA promoters have reduced TAF occupancy and a lower dependency on TAFs for transcription^13,37,84,87,88^. When we analyzed the transcript-normalized profiles of the TAFs, we found that all TAFs showed significantly lower levels at TATA promoters. Since TBP, TFIIA and TFIIB were nevertheless present at similar levels at TATA and DPR promoters (Figures 4A,B and S7), these results support the hypothesis that TBP can form a PIC without TFIID on TATA promoters.

To obtain additional evidence not based on binding differences between promoter types, we analyzed each promoter type separately and performed a pairwise correlation analysis between the binding levels of TBP, TAFs, TFIIA, TFIIB, TFIIF, NC2 and Mot1 (Figure 4D). At TATA promoters, TBP shows stronger correlations with TFIIA, TFIIB, and TFIIF, NC2 and Mot1 than with the TAFs, implying that TBP does not always co-occur with the TAFs (Figure 4D, left). This pattern was not observed at DPR promoters, where the binding levels of all factors were more homogenous, consistent with TFIID being an integral part mediating PIC formation at DPR promoters (Figure 4D, right).

Taken together, these results suggest that the promoter-specific profile of TBP can be explained by TBP’s ability to mediate PIC formation at TATA promoters by directly binding the TATA box rather than being loaded by TFIID from the downstream to the upstream position of the promoter. Since TAFs are nevertheless present, these results suggest that TATA promoters can mediate TAF-dependent and TAF-independent PIC formation *in vivo*.

Interestingly, this conclusion suggests that downstream TBP is associated with TFIID. TATA promoters not only have lower levels of TAFs but also lower levels of downstream TBP compared to its upstream binding. In contrast, DPR promoters, which have downstream sequences that favor TFIID binding, have the highest levels of downstream TBP. This supports our hypothesis that downstream TBP is part of the TFIID loading state.

If downstream TBP represents a TFIID loading state, we wondered whether we could identify TAFs that correlate more highly with the TFIID loading state and thus might be physically close to TBP when downstream. For this, we took advantage of the fact that TBP is found downstream under steady-state control conditions, but not after triptolide treatment. We asked which TAFs have the highest increase in correlation with downstream TBP under control *versus* triptolide conditions.

We found TAF2 to have the greatest increase in correlation, followed by TAF1 and TAF7, and was overall higher at DPR promoters versus TATA promoters (Figure 4D), consistent with the downstream module mediating the loading of TBP. We would have expected TAF1 to have the highest signal since it can contact TBP directly through its TAND domain, but it is possible that this is because the Lys-Arg-enriched DNA-facing surface of TAF2 is more easily cross-linked to DNA than the DNA-binding surface of TAF1.

These findings propose a model that explains the strong upstream TBP footprint at TATA promoters and the higher downstream footprint at DPR promoters. At both promoter types, TFIID initiates transcription in a similar way, by relocating TBP from the downstream to the upstream promoter position (Figure 5). At TATA-containing promoters, however, TBP can directly bind to the TATA box and mediate PIC formation without the TAFs. This mode of TFIID-independent initiation produces sharper footprints because TBP is more precisely positioned at the TATA box, while also reducing the downstream TBP binding that occurs when TBP is loaded by the TAFs.

## Discussion

While cryo-EM studies have unraveled the structure of TFIID bound to specific promoters in yeast and humans, it has remained speculative how TFIID’s structure and function might differ between promoter types. By mapping all 14 TFIID subunits at base-pair resolution, we provide the first comprehensive view of how TFIID binds across different promoter types *in vivo*. We found the data remarkably consistent with cryo-EM structures, suggesting that the holo-TFIID complex is largely found at active promoters, in line with recent functional and structural investigations^6,89–91^. We found however that TBP displays significant promoter-specific differences, allowing us to connect structural studies with previous observations from biochemistry and genetics and construct a model of the function of TFIID at different promoter types.

Our *in vivo* ChIP-nexus profiles support a dual mechanism of initiation at TATA promoters, one that is TAF-dependent and one that is TAF-independent. By normalizing the signal of TFIID and PIC components at each promoter to its transcription output, we found that TATA promoters have significantly lower TAF occupancy relative to their transcriptional activity, consistent with a substantial fraction of their transcription being driven in a TAF-independent manner. Furthermore, we find that the TBP high-resolution binding profile at TATA promoters matches two modes of initiation. On one hand, a strong TBP upstream footprint is specific to TATA promoters and represents TAF-independent initiation. On the other hand, all promoters, including TATA promoters, have a downstream TBP footprint during steady-state conditions, which likely represents the DNA-bound loading state of TFIID that allows TBP to be placed to the upstream position^5^. The combination of these two initiation modes largely explains the promoter-specific binding of TBP (Figure 5).

By obtaining *in vivo* evidence of both TAF-dependent and TAF-independent transcription at TATA promoters, we provide clarity to a long-standing debate of TFIID in the field. It has been debated whether TFIID is essential for transcription initiation and how it depends on the promoter type^84,85,92–94^. There has been evidence in yeast for TAF-dependent and TAF-independent forms of TBP on promoters^95,96^, but early genome-wide experiments suggested that removing TAFs reduces transcription at both TATA and TATA-less genes, though a subset of TATA-rich promoters were shown to be less dependent on TAFs^90,97^. Subsequent work in yeast and mammals further consolidated that transcription of many TATA-containing genes persists upon depletion of certain TAF subunits^42,87,96^. Similarly, more recent genome-wide analyses found promoters where TBP and Pol II remained bound or active even when a TAF showed minimal occupancy^37,42,87,88,96,98^. Thus, our results are consistent with these studies and provide the resolution necessary to directly separate TAF-dependent and TAF-independent initiation at TATA promoters, along with providing *in vivo* evidence for a TFIID loading state.

Our high-resolution profiles also provide more conclusive binding information on NC2 and the TBP-related factor TRF2. We detected strong and sharp footprints for both NC2 subunits at TATA promoters, but not at TATA-less promoters. Such preference for TATA was not observed with lower resolution ChIP data in yeast^21^, but it is consistent with newer yeast ChIP-exo data^39^. TRF2 showed the opposite behavior; its binding was particularly low at TATA promoters and higher at DPR, TCT and HK promoters, in agreement with previous studies^32,63,78,99–101^.

For NC2, our data support a model where it predominantly recognizes the TATA-bound TBP complex to suppress excessive initiation at TATA promoters. This is consistent with evidence that NC2 prevents PIC assembly and destabilizes TBP binding at the TATA box^21,82^. From this perspective, observations of NC2 affecting TATA-less promoters^21–23,102,103^ could be indirect: disruption of NC2 could increase TBP’s usage at TATA promoters and sequester it away from TATA-less promoters. However, it is also plausible that NC2 (together with Mot1) has a broader role in removing TBP from nonspecific sites^104–106^ since such transient, non-specific binding of TBP, NC2 and Mot1 would not cause specific footprints.

Finally, our findings offer an opportunity to consider models of promoter-specific behaviors. TATA-containing promoters often drive high bursts of transcription, whereas TATA-less promoters typically lead to steadier outputs^12,60,107–111^. It has been proposed that TBP’s long residence time at TATA promoters enables multiple rounds of initiation, yielding large bursts^73–77^. However, recent structural analyses show that TBP, together with TFIIA, TFIIB and TFIIF, is evicted from DNA as Pol II transitions into elongation^112^. Similarly, *in vivo* experiments in yeast demonstrate that inactive pre-initiation complexes rapidly dissociate genome-wide when transcription is stalled^87^. These findings imply that TBP must rebind *de novo* for each round of transcription during a burst.

In light of these findings, our results provide potential explanations for the larger transcriptional bursts observed at TATA promoters. By virtue of having both TAF-dependent and TAF-independent options, TATA promoters may exhibit more rapid reloading of TBP during a transcription burst. Once TBP is evicted by an elongating polymerase, the promoter can quickly reacquire TBP either through TFIID (which might remain nearby and redeploy TBP)^10,113^ or via direct TBP binding to the TATA box. While having two mechanisms should promote robust re-initiation^113^, it is possible that the higher burst amplitude is mainly driven by TAF-independent re-initiation, which is faster^114^. Depletion of TAF1 in *Drosophila* cells leads to reduced transcription at DPR promoters and to larger and prolonged transcriptional bursts at TATA promoters^115^. While we cannot exclude indirect effects, i.e. that reduced transcription upon TAF1 depletion makes more PIC components available for TATA promoters, the results could indicate that TAF-dependent initiation constrains the upper limit of the burst amplitude. This is consistent with TFIID mediating a steadier transcription output at DPR promoters.

In summary, our high-resolution binding data of TFIID provide new details that can be used to revisit and reininterpret previous experimental results, leading to revised or new models for the function of promoters.

## Methods

### Cell culture and transcription inhibitor treatment

Drosophila melanogaster Kc167 cells (purchased from DGRC; negative for mycoplasma contamination) were grown at 25 °C in HyClone SFX-Insect Cell Culture Media. Transcription inhibitors were added directly into SFX media. Cells were treated with 10 μM triptolide (TOCRIS Bioscience, 3253; dissolved in DMSO) at room temperature for 1h. Equivalent amounts of DMSO treatment (2%) were used as the control.

### ChIP-nexus experiments

For each ChIP-nexus experiment, 10^7^ Kc167 cells were fixed with 1% formaldehyde in culture media at room temperature for 10 min with rotation. Fixed cells were washed with cold PBS, incubated with Orlando and Paro’s Buffer (0.25% Triton X-100, 10 mM EDTA, 0.5 mM EGTA, 10 mM Tris-HCl pH 8.0, with freshly added Protease Inhibitor) for 10 min at room temperature with rotation, and then centrifuged and resuspended in ChIP Buffer (10 mM Tris-HCl, pH 8.0; 140 mM NaCl; 0.1% SDS; 0.1% sodium deoxycholate; 0.5% sarkosyl; 1% Triton X-100, with freshly added Protease Inhibitor). Sonication was performed with a Bioruptor Pico for five rounds of 30 s on and 30 s off. Chromatin extracts were then centrifuged at 16,000 g for 5 min at 4° C, and supernatants were used for ChIP.

To couple Dynabeads with antibodies, 50 μl Protein A and 50 μl Protein G Dynabeads were used for each ChIP-nexus experiment and washed twice with ChIP Buffer. After removing all the liquid, Dynabeads were resuspended in 400 μl ChIP Buffer. 10 μg antibodies were added, and tubes were incubated at 4°C for 2 hr with rotation. After the incubation, antibody-bound beads were washed twice with ChIP Buffer.

For chromatin immunoprecipitation, chromatin extracts were added to the antibody-bound beads and incubated at 4°C overnight with rotation and then washed with Nexus washing buffer A to D (wash buffer A: 10 mM Tris, 1 mM EDTA, 0.1% Triton X-100, wash buffer B: 150 mM NaCl, 20 mM Tris-HCl, pH 8.0, 5 mM EDTA, 5.2% sucrose, 1.0% Triton X-100, 0.2% SDS, wash buffer C: 250 mM NaCl, 5 mM Tris-HCl, pH 8.0, 25 mM HEPES, 0.5% Triton X-100, 0.05% sodium deoxycholate, 0.5 mM EDTA, wash buffer D: 250 mM LiCl, 0.5% IGEPAL CA-630, 10 mM Tris-HCl, pH 8.0, 0.5% sodium deoxycholate, 10 mM EDTA). End repair and dA-tailing were performed using the NEBNext End Repair Module and the NEBNext dA-Tailing Module. ChIP-nexus adaptors with mixed fixed barcodes (CTGA, TGAC, GACT, ACTG) were ligated with Quick T4 DNA ligase and converted to blunt ends with Klenow fragment and T4 DNA polymerase. The samples were treated with lambda exonuclease and RecJf exonuclease. After each enzymatic reaction, the chromatin was washed with the Nexus washing buffers A to D and Tris buffer (10 mM Tris, pH 7.5, 8.0, or 9.5, depending on the next enzymatic step). The chromatin was then eluted and subjected to reverse crosslinking and ethanol precipitation. Purified single-stranded DNA was then circularized with CircLigase, annealed with oligonucleotides complementary to the BamHI restriction site and linearized by BamHI digestion. The linearized single-stranded DNA was purified by ethanol precipitation and subjected to PCR amplification with NEBNext High-Fidelity 2X PCR Master Mix and ChIP-nexus primers. The ChIP-nexus libraries were then gel-purified before sequencing with Illumina NextSeq 500.

### ChIP-nexus data processing

ChIP-nexus data generated in this work and reprocessed from GSE85741^30^ were first preprocessed by trimming and reassigning fixed and random barcode sequence information, stored as read names for use in downstream processing. Reads were next trimmed to remove adapter sequences using Cutadapt (v.4.2) ^116^ and aligned to the dm6 genome assembly using bowtie2 (v.2.3.5.1)^117^. Using aligned coordinates alongside the stored fixed and random barcode sequence information, reads were deduplicated. Coverage was generated by collecting only the first “stop” base of each aligned read. In order to compare reproducible, base-resolution footprinting profiles, each replicate ChIP-nexus experiment was first normalized via reads-per-million (RPM) scaling of coverage to the total aligned reads of a replicate experiment. Next, normalized replicate footprints were pooled and averaged by number of replicates per TF and condition.

### CAGE-seq data processing and Drosophila TSS annotation

Publicly available CAGE-seq data from *Drosophila* melanogaster Kc167 cells (modENCODE: ENCSR827COJ) were processed using the STAR aligner (v2.7.1a)^118^ against the *Drosophila* melanogaster UCSC dm6 reference genome. The resulting coordinate-sorted BAM files were analyzed using the *CAGEr* (v2.14.0) package in R to obtain TSSs (Transcription Start Sites)^119^. Quality control was assessed using Pearson correlations and biological replicates were merged and normalized using a power-law approach (*α = 1.19, T = 10^6^*) within the fit range of 3–40,000 counts.

Individual replicate TSSs were grouped into tag clusters within each sample using distance-based clustering (*distclu*, CAGEr package) with a maximum merging distance of 30 bp. To delineate precise coordinates for each tag cluster, the cumulative TSS signal was calculated and the 10th and 90th percentiles of the cumulative distribution were determined to delineate the central coordinates which contain 80% of transcriptional signal.

Tag clusters with a TPM ≥ 0.5 in at least one sample were then merged across replicates (*aggregateTagClusters*, CAGEr package) with a maximum inter-cluster distance of 100 bp to define consensus TSS clusters. The genomic coordinates of each consensus cluster were defined as the union of the constituent clusters’ central activity regions. Finally, cumulative TSS distributions and quantile positions were recomputed for the consensus clusters to refine their boundaries. The dominant TSS of each consensus cluster was identified as the genomic position with the highest summed TSS signal across the two replicate samples. For promoters that exhibited a single TSS, only those with ≥3 TPM were kept.

TSSs from FlyBase (r6.64, FB2025_03) were used to annotate the TSS clusters. If multiple clusters mapped to the same gene or transcript, only the cluster with the highest TPM was selected. In total, we identified 6,314 active promoters. Active focused promoters where transcription initiation occurred within a narrow window (n = 1,769) used for subsequent analysis were selected based on their interquantile cluster width (< 11 bp).

### RNA-seq library preparation

Total mRNA were extracted for Drosophila melanogaster Kc167 cells using Invitrogen TRIzol reagent. cDNA libraries are prepared using Illumina TruSeq Stranded mRNA Preparation Kit with polyA enrichment and sequenced on Illumina NextSeq 500.

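RNA-seq was analysed for 2 libraries of Kc167 cells, a Drosophila cell line of embryonic origin, both from control cells that were kept at 25 °C and, by the labels, exposed to 2% DMSO for 1 h. They are replicates 1 and 2 of a single condition, so no comparison between conditions was made. The authors deposited the read pairs counted on each gene and the TPM of each gene, that is, the count divided by a gene length and scaled to a fixed total per library. Replicate 1 held 42634176 read pairs, of which 33436865 (78.4%) were counted on genes in the strand orientation of the kit, and replicate 2 held 40173312, of which 31721648 (79.0%) were counted. Read pairs placed at several sites made up 11.2% of replicate 1 and 10.8% of replicate 2 and were counted on no gene, so genes with near-identical copies are undercounted. A further 5.05% of read pairs in each library were unmapped. A gene with 0 counts could have a level of up to 0.0897 CPM in replicate 1 and 0.0946 in replicate 2, taking 3 counts as the limit that a count of 0 allows and considering counting error only. The poly(A) selection means that RNA without a poly(A) tail is measured poorly or not at all. The deposited table lists 17807 genes by FlyBase identifier, of which 17709 were matched to a symbol. In total, 8846 genes (49.7%) had at least 10 counts in each library and 4739 had 0 counts in both. Counting unstranded reads in place of strand-matched ones gave 9108 genes, and lowering the minimum to 1 count in each library moved the number most, to 11389.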

### RNA-seq data processing

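For each library the count files give 3 counts per gene, from read pairs on either strand, from read pairs whose first read lies on the strand of the gene, and from read pairs whose second read does, the last being the orientation of the stranded kit. The counts in the deposited table were identical to this last column for 100% of genes in both libraries. They were identical to the unstranded column for 40.1% of genes in replicate 1 and 38.6% in replicate 2. The opposite orientation held 3.82% as many gene counts as the strand-matched one in replicate 1 and 3.73% in replicate 2. Across the 8846 genes with at least 10 counts in each library, the Pearson correlation between the log2(CPM + 1) values of the 2 libraries was 0.999 and the Spearman correlation was 0.999. These are correlations across genes, which are not independent replicates. The biological coefficient of variation, estimated as the common dispersion in edgeR, was 1.77%. The labels list the libraries as separate replicates, and they were treated as such. Against sampling noise, their counts gave a chi-square of 4.22 per degree of freedom, with a median of 0.628 per gene. Sampling noise alone gives a skewed distribution with a median under 1, so 0.628 does not mean less variation than sampling noise. These values do not tell whether the RNA came from separate cultures. Without the 13 mitochondrial genes, an alternative chosen after seeing the data, the chi-square was 1.63 per degree of freedom and the edgeR estimate 1.24%. Among the 7673 genes with at least 100 counts in total, the largest difference was at the mitochondrial gene mt:ND4, with 2470 counts in replicate 1 and 1226 in replicate 2, a log2 ratio of 0.93 after scaling to library size. The next 4 genes were CarT, with 75 and 42 counts, CG12402, with 49 and 78, Gem4b, with 68 and 41, and CG34323, with 117 and 71. Differences at counts this low rest on few reads.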

All RNA-seq pair-ended sequencing data were aligned to the UCSC dm6 reference genome using STAR (2.7.1a)^118^ and raw read counts per gene were quantified with “--quantMode GeneCounts” option. 

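The TPM in the deposited table were recalculated by dividing the strand-matched counts by the table's own gene lengths and scaling, and the recalculated values followed the deposited ones across genes with a Pearson correlation of 1.00 on the log2(TPM + 1) scale. With unstranded counts the correlation was 0.979, and with counts of the other orientation it was 0.649. The authors' combined level is the mean of the TPM of the 2 libraries. To find what the gene length stands for, it was compared with the exons of the Ensembl release 115 annotation of BDGP6.54, for the 17710 genes found in both. The deposited length was equal to the exon lengths of all annotated transcripts added together for 17515 genes (98.9%), so that an exon shared by several transcripts is counted once for each. Among the 7368 genes with more than 1 transcript, 7215 (97.9%) had this length and 8 had the length obtained when each exonic base is counted once. Across the 8795 genes with at least 10 counts in each library and an annotated length, the deposited length was a median of 1.78 times the exonic length and at most 25.8 times. TPM was then calculated again with each exonic base counted once, a setting chosen after seeing the data. The shorter lengths alone would raise the median gene by 0.83 on the log2 scale. The scaling to a fixed total lowered every gene, with a log2 change of -0.65 at genes whose length stayed equal, so that the median gene rose by 0.19, and 1027 genes (11.7%) moved by more than 2-fold relative to that shift. Among 8263 protein-coding genes, the median deposited TPM was 56.1 for the 3294 genes with 1 transcript and 10.5 for the 704 genes with 6 or more. With each exonic base counted once, these medians were 35.8 and 36.9.

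**Figure D1:**
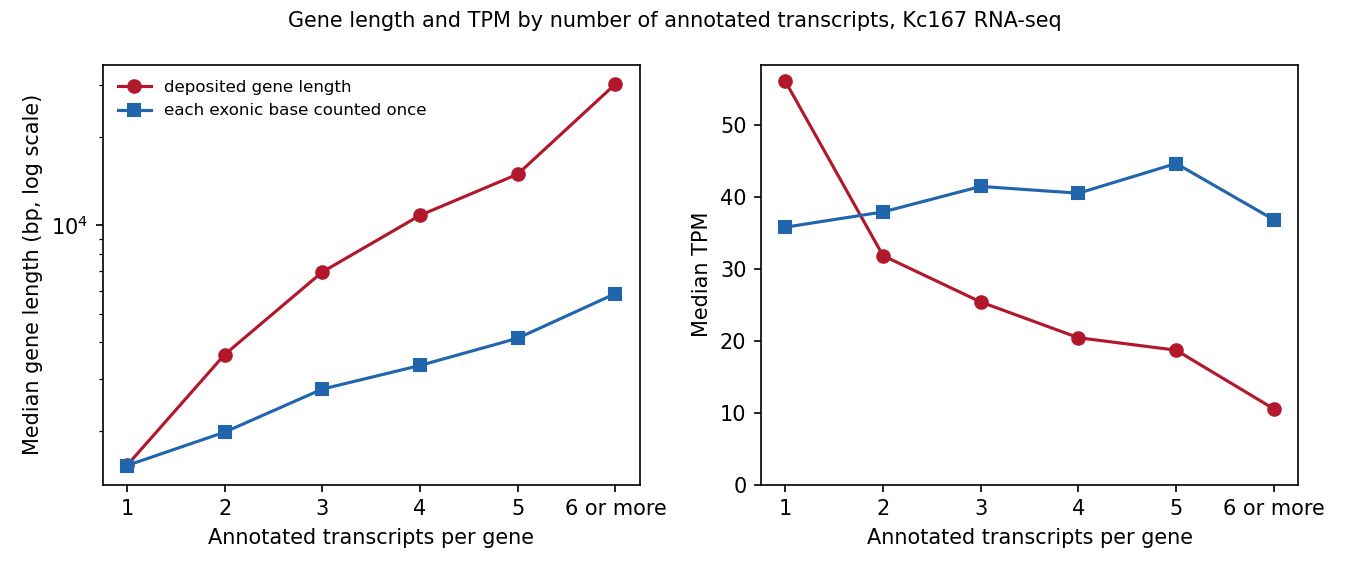
Median gene length in bp on a log axis (left) and median TPM (right) of protein-coding genes with at least 10 counts in each library, by the number of annotated transcripts per gene. Red circles use the deposited gene length and blue squares count each exonic base once. The median deposited length rises from 1526 bp at 1 transcript to 30270 bp at 6 or more while the median deposited TPM falls from 56.1 to 10.5.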

RNA-seq levels are TPM-normalized across replicates, measured using the UCSC dm6 transcriptome annotations^120^.

### Principal Component Analysis

Average ChIP-nexus binding profiles under triptolide treatment were quantified per base pair within a 101 bp window centered on each annotated TSS. The average signal for each ChIP-nexus binding signal (*x*) was normalized via *x – min(x) / max(x) – min(x)* and subjected to principal component analysis (PCA) using the function *prcomp (center = TRUE, scale = FALSE)* from the base stats package in R.

### Promoter type characterization

Promoter types were selected based on the presence or absence of the motifs listed in Table 1. Each genomic sequence had to match the consensus sequence, with up to one mismatch for the TATA box and zero mismatches for the other elements. This sequence matching occurred at each promoter within the coordinate boundaries reported in Table 1. TATA and TCT promoters were only required to contain the TATA box or the TCT, respectively, and were not excluded for having other elements. DPR promoters were allowed the presence of MTE, DPE and PB, but not TATA, TCT, Ohler1/6/7, or DRE. Housekeeping promoters were filtered to not have motif elements from any other of the promoter categories. Thus, DPR promoters were allowed the presence of MTE, DPE, and PB, but not TATA, TCT, Ohler1/6/7, or DRE, whereas housekeeping promoters were allowed to contain Ohler1/6/7 or DRE, but not TATA, MTE, DPE, PB or TCT.

### TBP profile clustering

To cluster promoters based on the TBP ChIP-nexus profile we selected the top 90% narrow promoters given the total TBP ChIP-nexus signal across an 81 bp window centered at the TSS. To emphasize binding pattern shape, signals for each promoter and position relative to the TSS were ranked from the smallest to the largest values and divided by the number of columns, so the transformed values went from 0 to 1. We then performed K-means clustering (*centers=4, nstart=100 and x=30*) using the base stats package in R.

### Promoter element enrichment

Known *Drosophila* promoter elements in each promoter were identified by the presence of the known consensus sequence with zero mismatches in a specified window relative to the TSS (Table 1). For each k-means cluster and each promoter element, the enrichment was calculated by determining the ratio between the fraction of promoter elements in the cluster and the fraction of the same promoter element in the other four clusters. The significance for the observed frequencies was calculated with Fisher’s exact test and corrected for multiple testing with the Benjamini–Hochberg method.

### Normalization of the ChIP-nexus binding by CAGE-seq expression

To visualize average binding effects around active TSSs, the ChIP-nexus signal was scaled relative to the measured CAGE-seq expression score across the corresponding promoter (−150 bp to +150 bp). Next, ChIP-nexus signal for each promoter was measured around the TSS (−50 bp to +50 bp) and scaled to the promoter’s CAGE-seq expression score in order to compare signals between promoter types. Outliers were excluded from the plot for visualization.

### Hierarchical clustering of TFIID and PIC binding

To compare similarity of ChIP-nexus binding of TFIID subunits and PIC components, binding levels were measured around annotated TSSs (−50 bp to +50 bp) and pairwise Pearson correlations (log2 + 1). Correlations were next transformed to distance values (1-r) and hierarchically clustered using the Ward’s D linkage method. Hierarchical clustering of binding correlations were performed across all narrow promoters (Figure 1D), as well as for each promoter type separately (Figure 4C).

### Paused Pol II half-life measurement

Paused Pol II half-life was re-measured at CTSS promoters with narrow transcription initiation windows from Kc167 cells^30^ with an updated genome (UCSC dm6). Briefly, to analyze the half-life of paused Pol II from these data, promoters were selected if **1)** the total Pol II signal was high (average ChIP-nexus signal >20), **2)** a typical footprint was observed for Pol II (distance between positive- and negative-strand maximum < 80 bp) and **3)** the position of the Pol II footprint was less than 80 bp downstream of the TSS. Upon re-processing, 1,302 promoters fulfilled these criteria. For each promoter, the Pol II ChIP-nexus signal was calculated in a 51 bp window centered on the pausing position (the midpoint between Pol II–positive and Pol II–negative maximum). To calculate the half-life of paused Pol II at each promoter, previously generated Pol II time-course measurements^30^ were fitted into an exponential decay model using nonlinear regression. Promoters with a paused Pol II half-life of longer than 60 min were floored to 60 min to eliminate inflated values due to noise. The 1,302 promoters were then ranked based on half-life and divided into five quintiles. Promoters within quintile 1 (n = 262; Pol II pausing half-lives < 5min) were selected as promoters with short Pol II pausing and promoters within quintile 5 (n = 262; Pol II pausing half-lives > 45min) were selected as promoters with long or stable Pol II pausing.

### Public data sets used for analysis

All protein structures, the DNA-bound human TFIID (pdb_00006mzm), yeast TFIID (pdb_00006hqa), TFIIA-TBP (pdb_00001nvp), TAF1-7-2 (pdb_00006mzm), TAF4-12 (pdb_00001h3o), TAF6-9 (pdb_00006mzd), TAF11-13 (pdb_00001bh8) and NC2-TBP-DNA (pdb_00001jfi), were downloaded from the RCSB Protein Data Bank and colored appropriately using UCSF CHIMERA^121^. CAGE-seq data were downloaded from modENCODE (ENCSR827COJ). Previously published TBP, Poll II and Nelf ChIP-nexus are available under GEO accession GSE85741.

## Supplementary Material

1

## Figures and Tables

**Figure 1:**
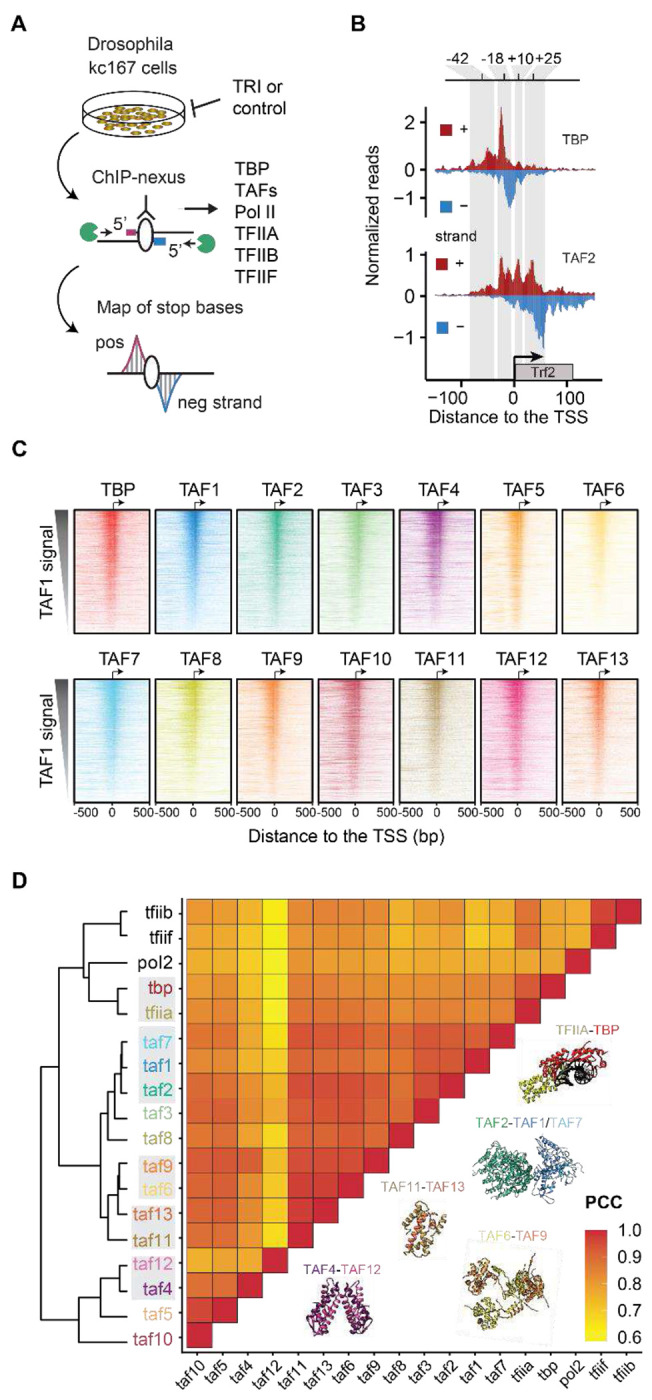
All TFIID subunits are found across active promoters **A)** Schematic representation of the ChIP-nexus workflow. **B)** TBP and TAF2 binding profile at the *Trf2* gene, shown as normalized reads for each stop base on the positive strand (red) and the negative strand (blue). **C)** Binding of each TFIID subunit across all active promoters with narrow transcription initiation (n=1,769) as determined by CAGE-seq data. Binding to the negative and positive strand is shown in the same color. Promoters were sorted based on the total binding of TAF1 within 100 bp centered on the TSS. **D)** Pearson correlation coefficients (PCC) and hierarchical clustering of the binding of TFIID subunits and other PIC components across all active promoters. The total binding signal was measured within 100 bp centered on the TSS. Note that proteins that physically interact (see structures) often clustered first (marked in grey).

**Figure 2:**
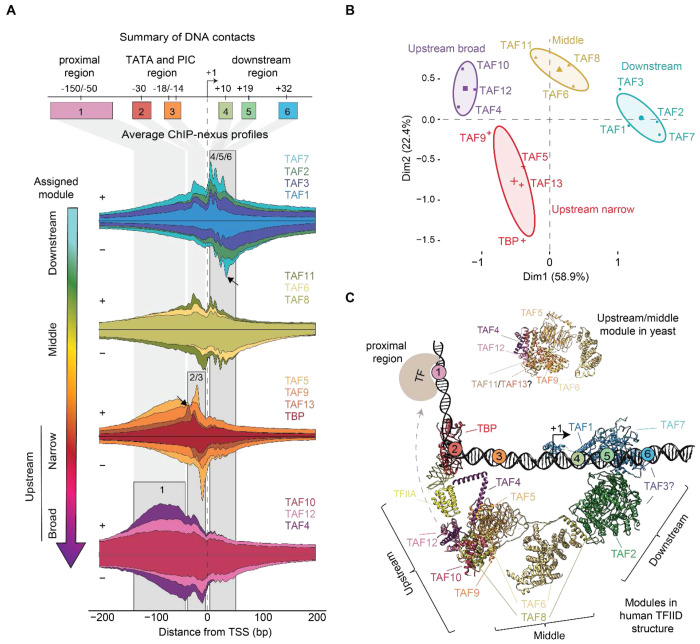
The TFIID ChIP-nexus footprints fall into four modules **A)** The average ChIP-nexus binding profile of the TFIID subunits centered at the TSS shows a four-module organization of the promoter-bound TFIID complex. For each subunit, the binding profile on the positive strand (top line) and negative strand (bottom line) is shown in the same color and stretched to an arbitrary scale to facilitate comparison with other subunits. **B)** Principal Component Analysis (PCA) of the averaged ChIP-nexus profiles confirms the modular organization. **C)** Crystal structure of the yeast (top, lobe B) and human (bottom, lobe B and C) promoter-bound TFIID is consistent with the modular organization and DNA contacts identified by the ChIP-nexus experiments.

**Figure 3:**
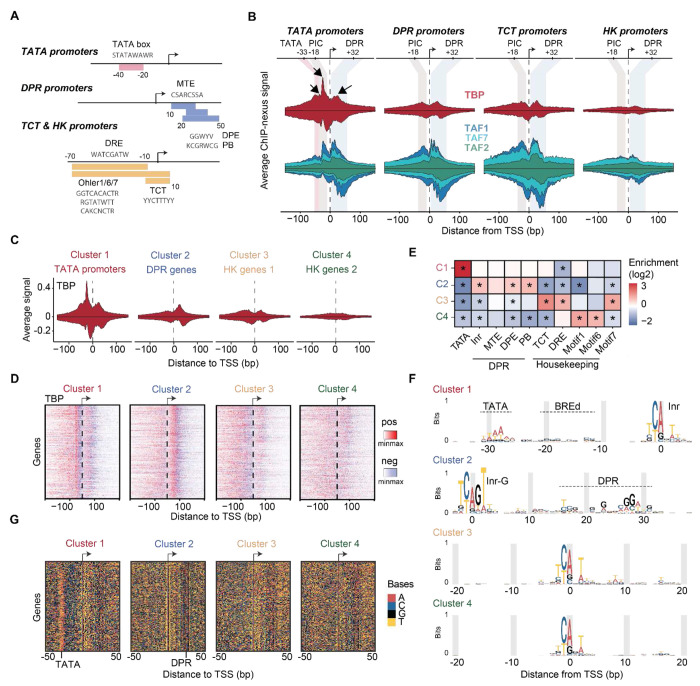
TBP is promoter-specific and allows the *de novo* identification of promoter types. **A)** Schematic summarizing the different promoter elements used for analysis (see Methods table 1 for more information). **B)** The average ChIP-nexus binding profile of TBP (top; red), TAF1, TAF2 and TAF7 (second row) at TATA, DPR, TCT and HK promoters. **C)** Average ChIP-nexus binding profiles of TBP at the four different k-means clusters. **D)** Distribution of TBP binding location at all promoters within each promoter cluster. Binding to the positive and negative strand is shown in red and blue, respectively. Signal per TSS was normalized to cluster promoters based on the TBP profile shape (see Methods). **E)** Promoter clusters are enriched for different core promoter elements. Statistical significance was calculated using a Fisher’s exact test with multiple-testing correction, *p < 0.05. **F)** Position weight matrix (PWM) of the identified upstream, initiator and downstream regions of the four identified promoter clusters. **G)** Underlying sequence information contents across the promoter clusters colored by base.

**Figure 4:**
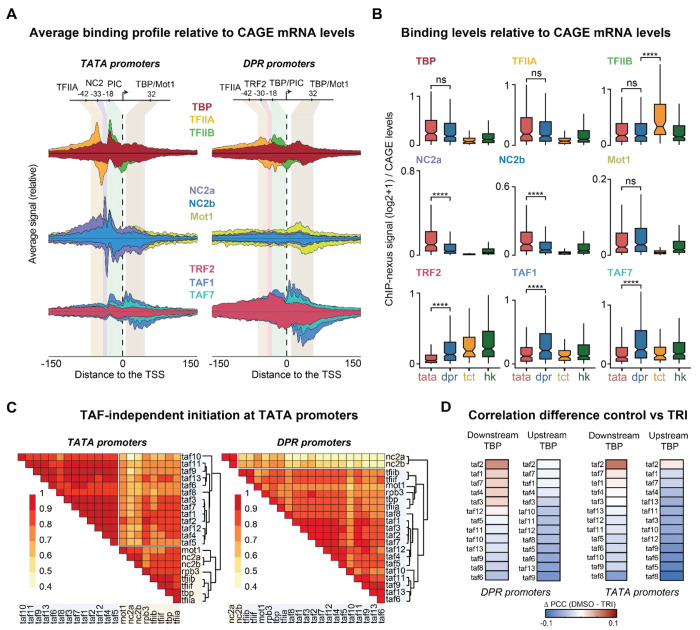
TFIID-independent initiation at TATA promoters. **A)** Average transcription-normalized binding profile of TFIIA, TFIIB, (top row; yellow, grey and green), TBP, NC2a, NC2b and Mot1 (middle row; red, dark blue, purple and pink), TAF1, TAF7 and TRF2 (third row; blue, turquoise and orange) at TATA and DPR promoters. Transcription normalization was calculated by dividing the bp signal at each promoter by its corresponding CAGE-seq score. **B)** Transcription-normalized signal distribution for the transcription factors shown in panel A (Wilcoxon test). Occupancy was calculated dividing the total ChIP-nexus signal (calculated 100 bp around the TSS) at each promoter by the corresponding CAGE-seq levels. **C)** Pearson correlation heatmaps plots for PIC components, NC2 and Mot1 at TATA and DPR promoters. **D)** Heatmaps showing the difference in Pearson correlation coefficients (PCC) between control (DMSO) and triptolide (TRI) when correlating upstream or downstream TBP with TAFs. Results are shown for DPR and TATA *promoters*.

**Figure 5:**
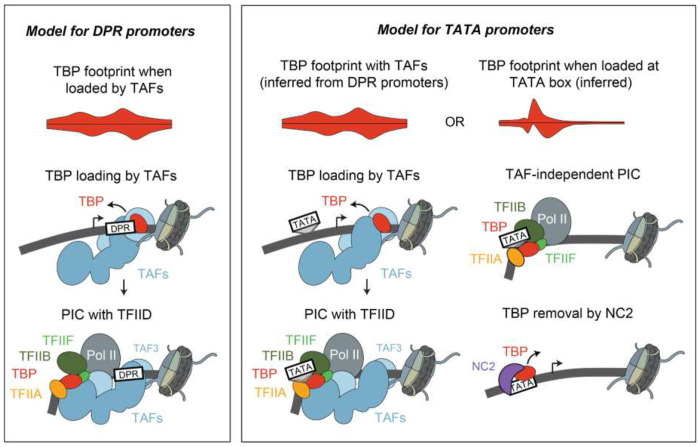
Model for transcription initiation at TATA and DPR promoters. See text for details.

**Table 1.** 

Name	Sequence	Start window	End window
TATA	STATAWAWR	−40	−20
INR	TCAKTY	−5	5
DPE	GGWYV	25	35
MTE	CSARCSSA	10	30
PB	KCGRWCG	20	50
DRE	WATCGATW	−70	−10
Ohler1	GGTCACACTR	−10	10
Ohler6	RGTATWTT	−50	−10
Ohler7	CAKCNCTR	−70	10
TCT	YYCTTTYY	−10	10

## Data Availability

The raw RNA-seq and ChIP-nexus data published in this study are available under GEO accession number GSE314461. Gene expression table counts and ChIP-nexus tracks are readily available under the same GEO accession. The analysis code is available on GitHub at https://github.com/zeitlingerlab/G-M_Alcantara_TFIID_2025.

# Supplementary material for: High-resolution binding data of TFIID and cofactors show promoter-specific differences in vivo
**Source:** Res Sq. 2026 Jan 30:rs.3.rs-8428476. Preprint. [Version 1] doi: 10.21203/rs.3.rs-8428476/v1
**Supplement:** 1

## Supplementary figures

### TFIID replicates correlation (DMSO)

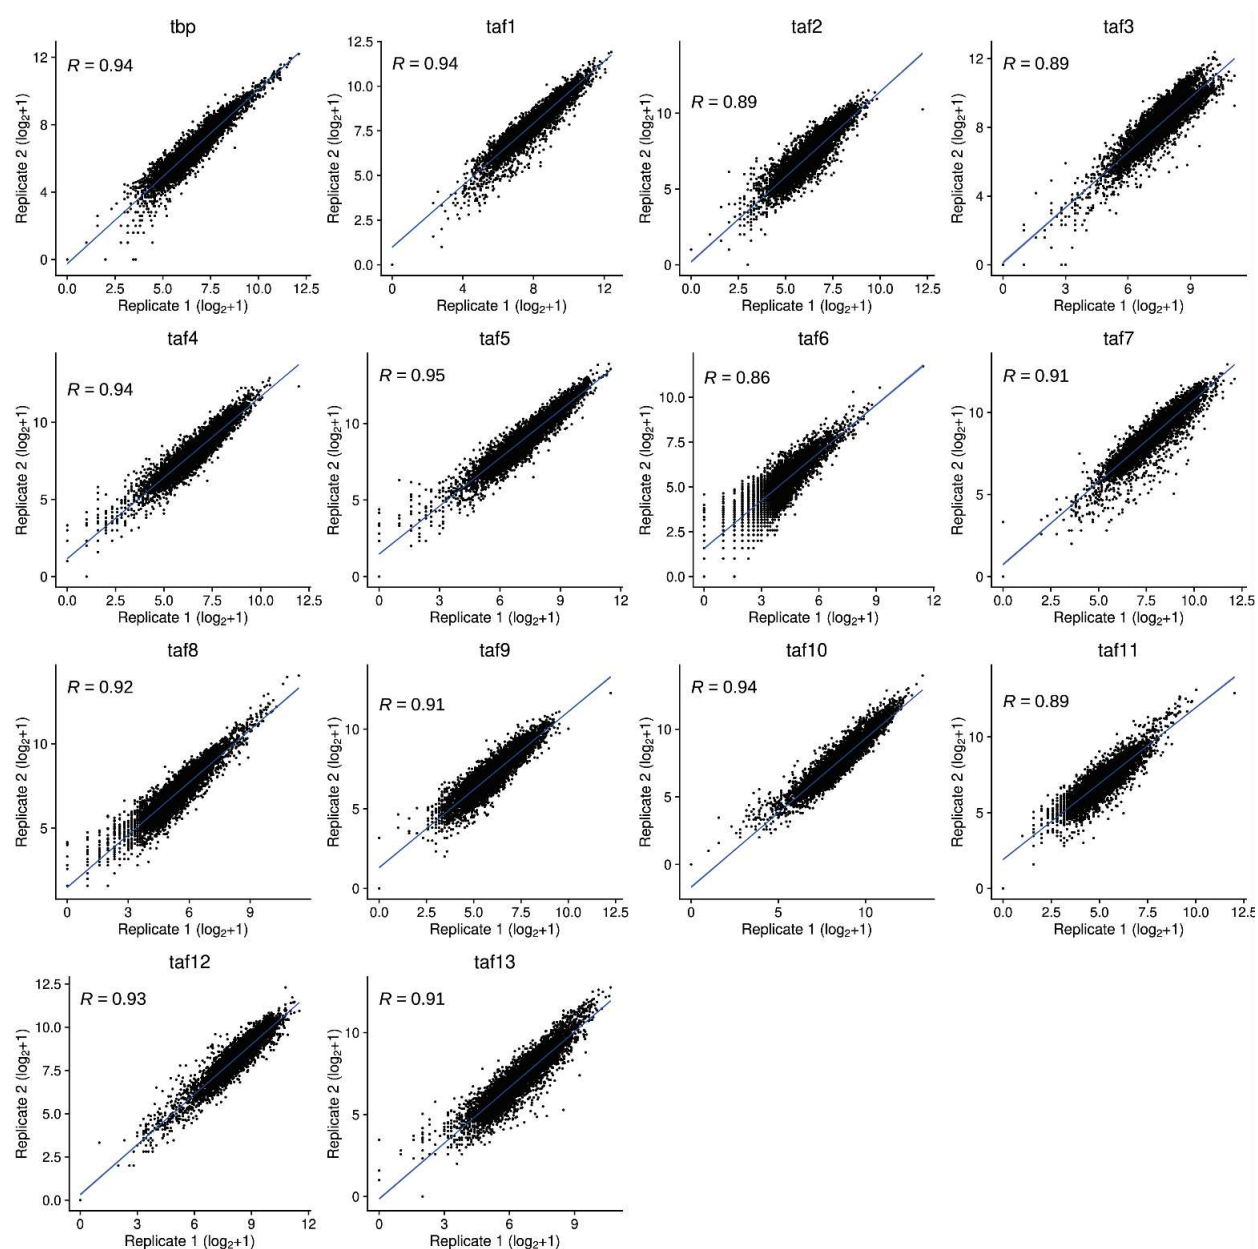

**Figure S1:** Pearson correlation of ChIP-nexus read counts between all TFIID subunits replicate experiments performed in DMSO (control) conditions. Each dot represents the read count calculated within 100 bp around the TSS at an active promoter.

## TFIID replicates correlation (Triptolide)

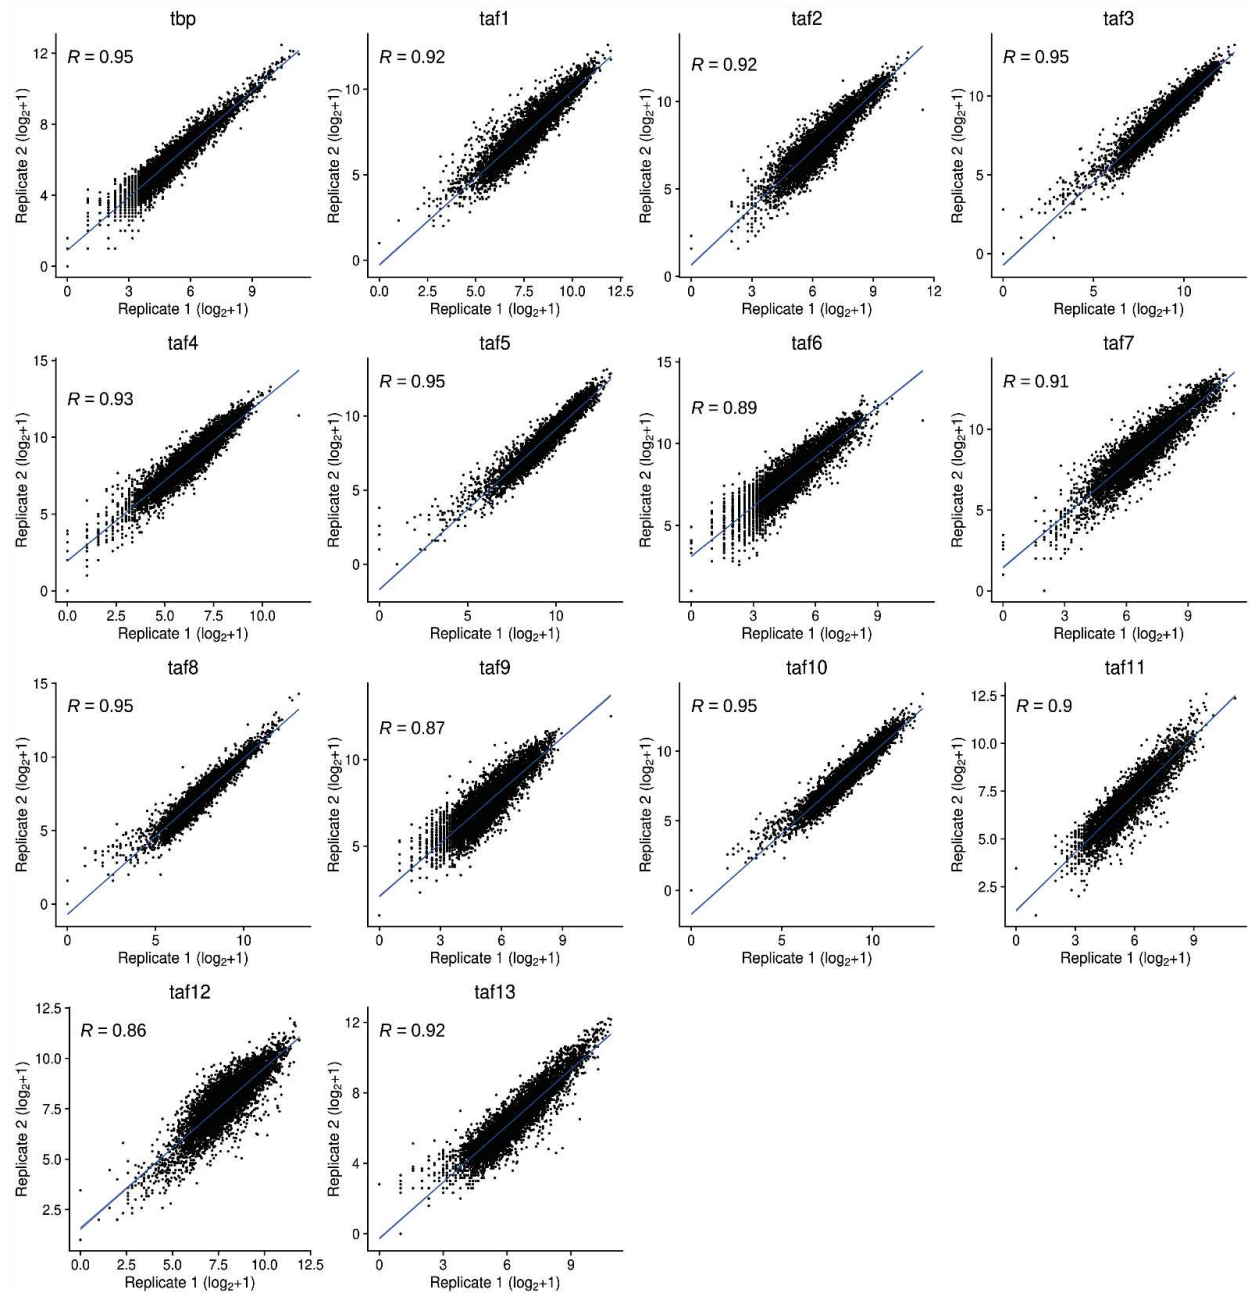

**Figure S2:** Pearson correlation of ChIP-nexus read counts between all TFIID subunits replicate experiments performed after triptolide treatment. Each dot represents the read count calculated within 100 bp around the TSS at an active promoter.

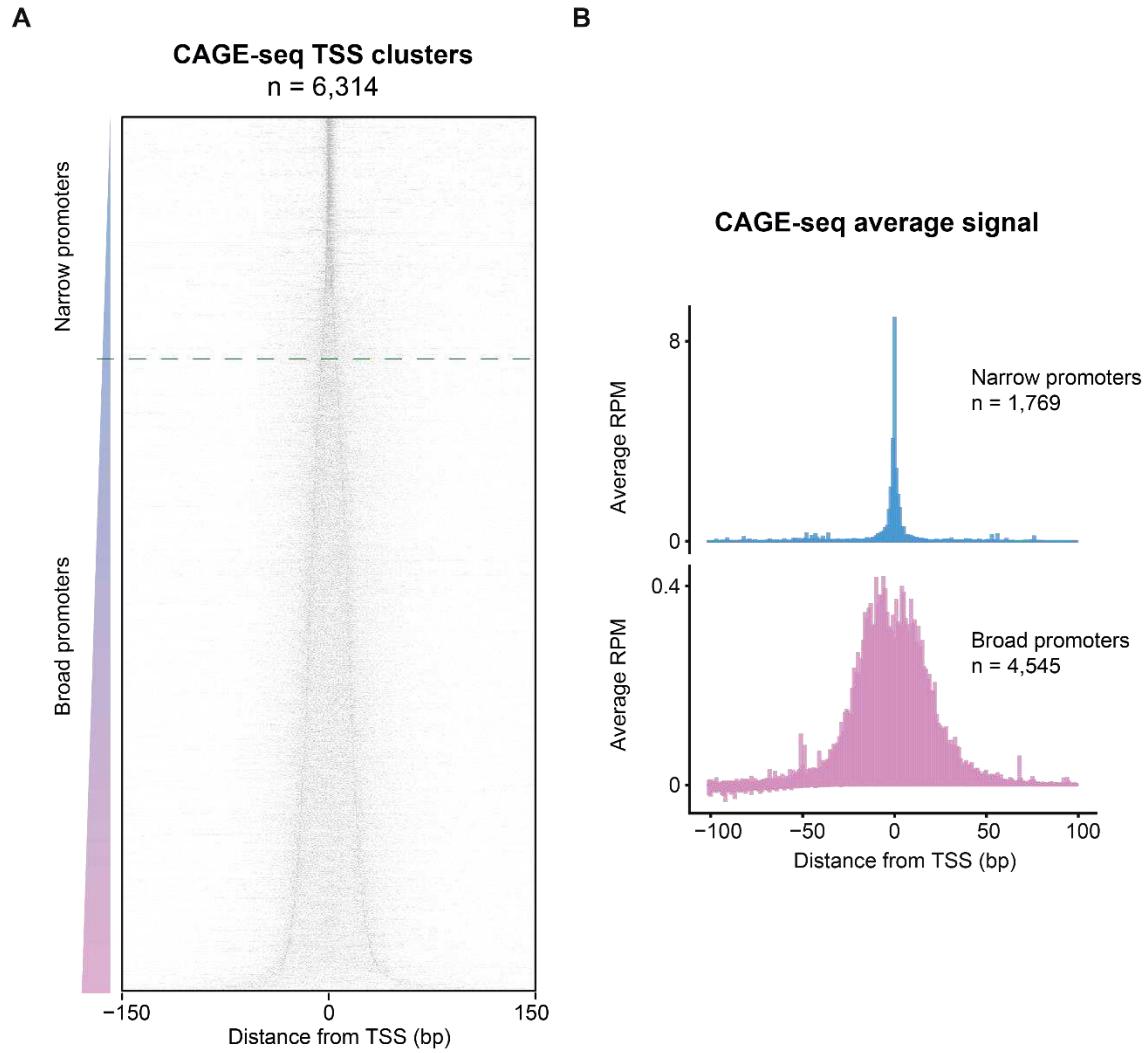

**Figure S3: Selection of narrow TSSs using CAGE-seq data.**

**A)** Heatmap showing the CAGE-seq normalized signal at all the selected active promoters (6314). TSSs are shown centered at the mid position and sorted based on the width of the TSS cluster (from narrower to broader; see Methods). **B)** Average CAGE-seq levels at narrow (cluster width  $\leq 11$ bp) and broad (cluster width  $> 11$ bp) promoters.

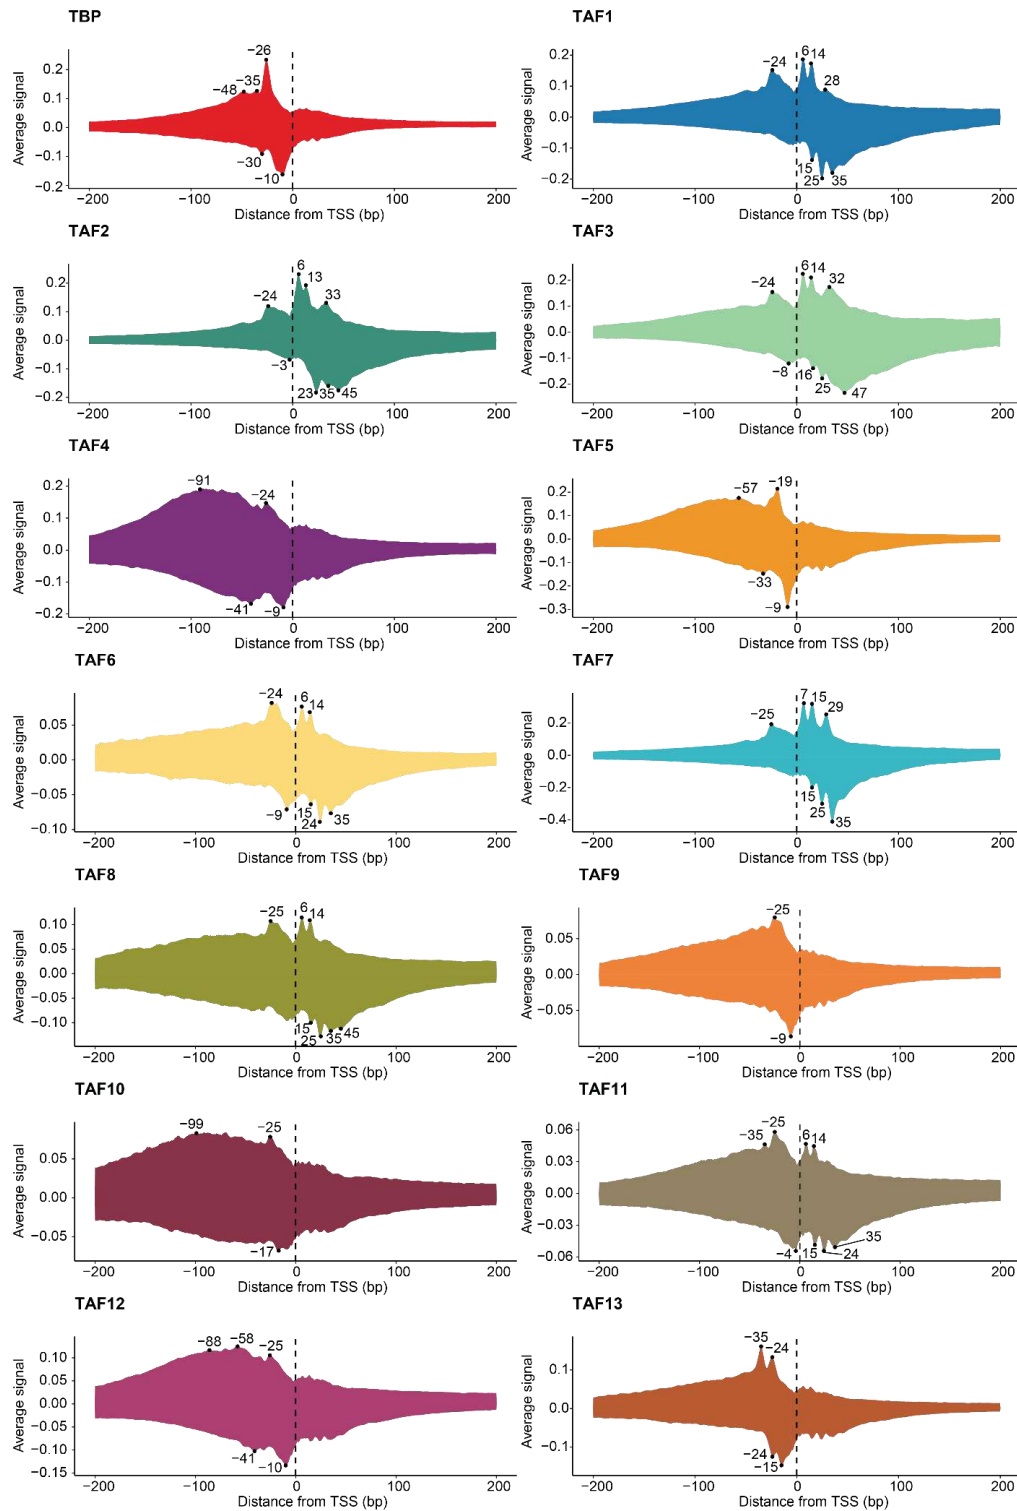

**Figure S4: Average ChIP-nexus binding profile of individual TFIID subunits at narrow promoters.**

The average ChIP-nexus binding profile of each TFIID subunit presented in Figure 2 is shown with their corresponding normalized signal. Each profile is centered at the TSS and shown with the binding signal at the positive strand (top line) and negative strand (bottom line) in the same color.

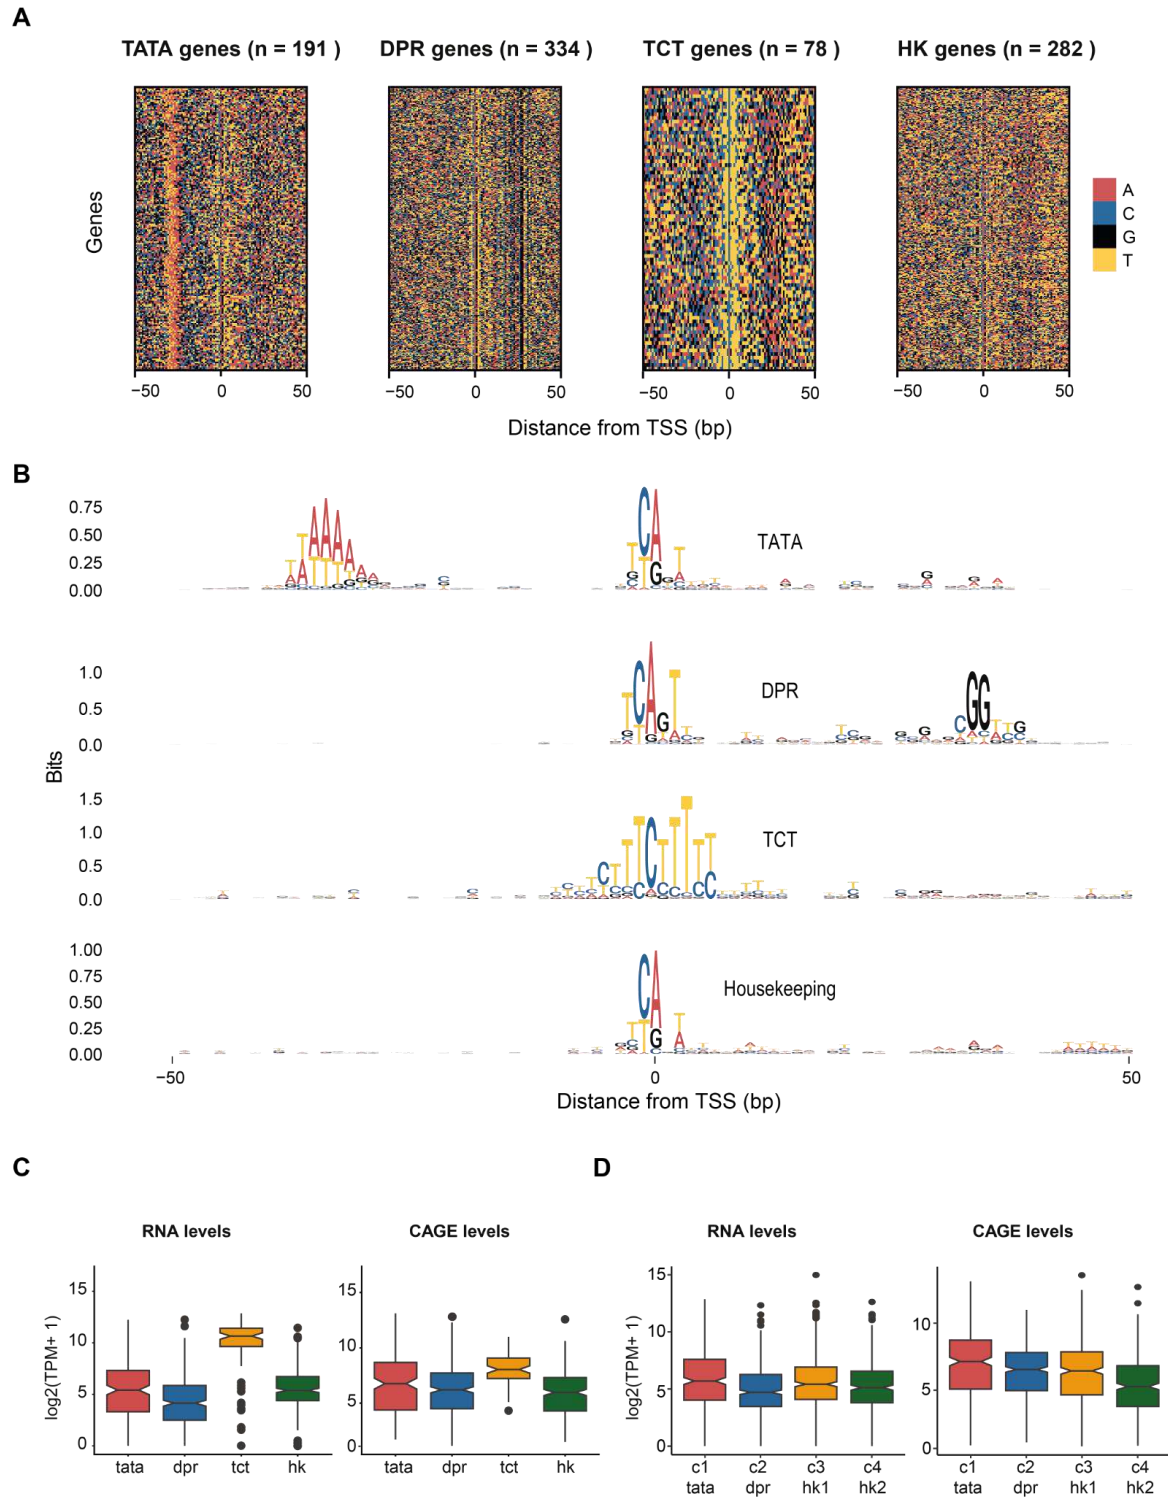

**Figure S5: DNA sequence composition and transcriptional patterns of TATA, DPR TCT and HK promoters.**

A) DNA sequence heatmaps showing the differences in DNA composition between TATA, DPR, TCT and HK core promoters. B) Position weight matrix (PWM) of the upstream and downstream region of TATA, DPR, TCT and HK core promoters, respectively. 

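Figure S5C shows RNA-seq levels on a log2(TPM + 1) scale beside CAGE-seq levels for the TATA, DPR, TCT and HK promoters. RNA-seq counts reads along the whole mRNA and gives a level per gene, whereas CAGE-seq counts the capped 5′ ends of transcripts and gives a level per start site, so the scales need not match. The promoters of each class were not assigned to genes here and the CAGE-seq data were not analysed here. The RNA-seq levels that such a panel draws from are therefore given without classes, and for the ribosomal protein genes, where the paper states that TCT promoters are often found. Across all 17807 genes of the table, the median log2(TPM + 1) was 0.72, with quartiles of 0 and 4.93. Across the genes with at least 10 counts in each library, the median was 4.95, and the middle of the distribution ran from 3.09 at the lower quartile to 6.29 at the upper. The 92 genes whose symbol starts with RpL or RpS, called ribosomal protein genes here, had a median of 10.89, with quartiles of 10.15 and 11.60. Their median was 10.87 in replicate 1 and 10.91 in replicate 2. Of these genes, 87 had at least 10 counts in each library, with a median of 10.96, against 5.04 for the 8176 other protein-coding genes that passed the same minimum, a difference of 5.91. Counting each exonic base once, these medians were 11.49 and 5.26, a difference of 6.24. The remaining 5 genes, RpL10Aa, RpL37-2, RpL7-like, RpS28-like and RpS28a, had between 0 and 3 counts in each library. Ribosomal protein genes made up 63 of the 100 genes with the highest deposited TPM and took 11.8% of the counts in replicate 1 and 11.9% in replicate 2. The genes with the highest deposited TPM were mt:lrRNA, at 87718 ± 7947 TPM (SD, n = 2), RpL41, at 32315 ± 729 (SD, n = 2), and RpL39, at 10809 ± 244 (SD, n = 2).

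**Figure D2:**
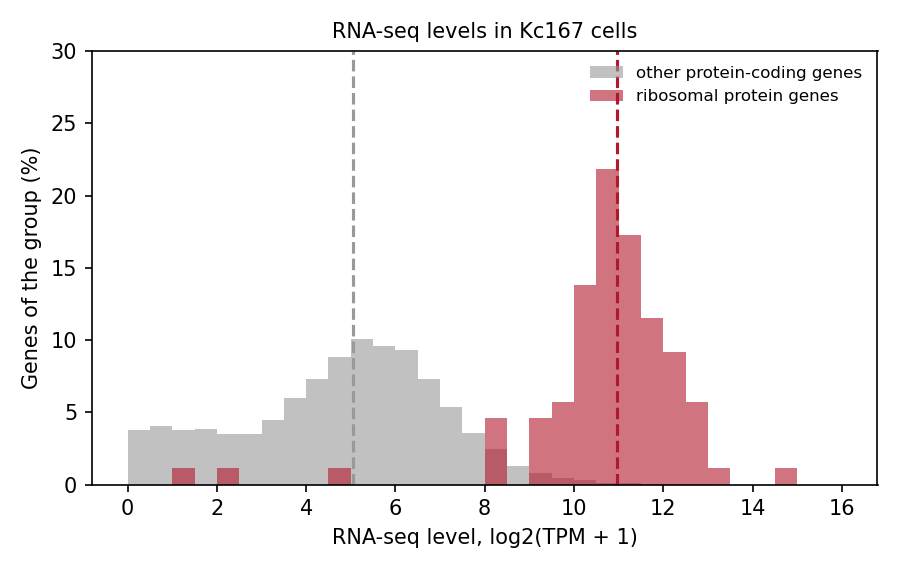
Distribution of log2(TPM + 1) from the deposited TPM for protein-coding genes with at least 10 counts in each library, as the percentage of each group per bin. Red bars are the 87 ribosomal protein genes and gray bars the 8176 other genes; dashed lines mark the group medians of 10.96 and 5.04.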

C) RNA-seq and CAGE-seq mRNA levels at the different promoter classes. D) RNA-seq and CAGE-seq mRNA levels at the different clusters in Figure 3.

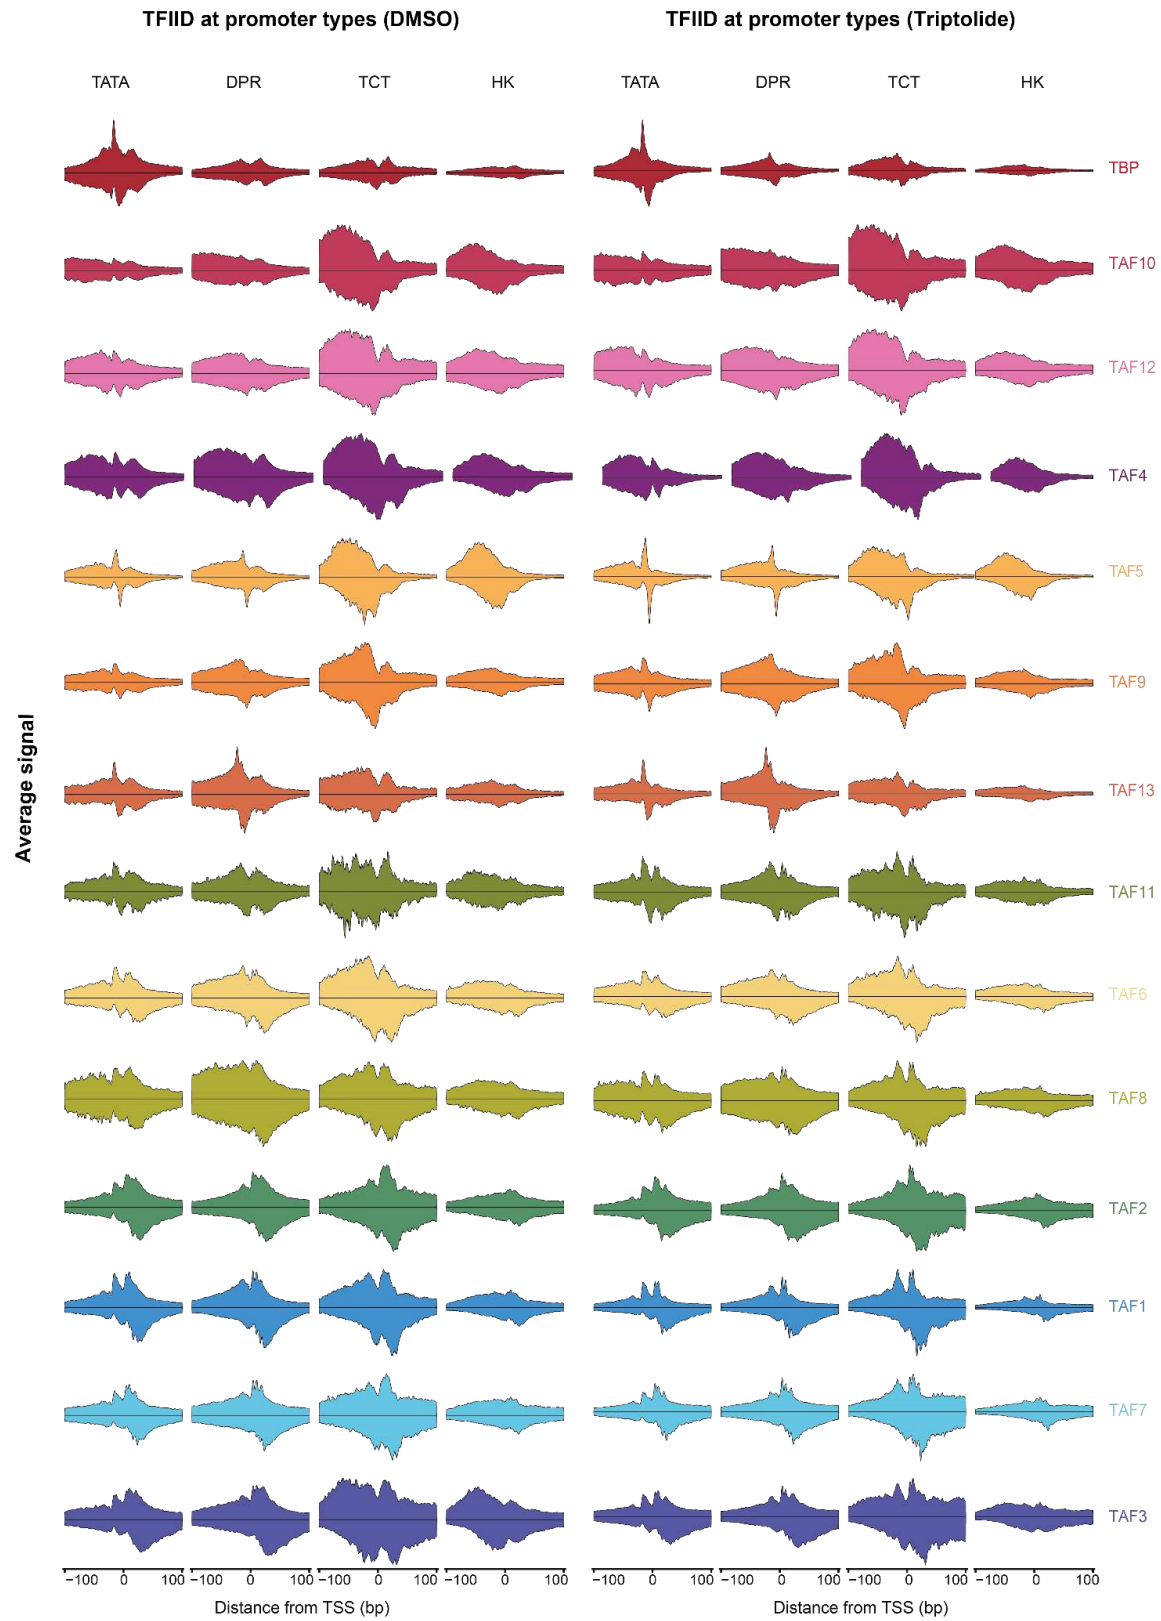

**Figure S6: TFIID binding profile at promoter types.** Average ChIP-nexus binding profile of all TFIID subunits at TATA, DPR, TCT and HK promoters centered at the TSS in DMSO (control) and Triptolide.

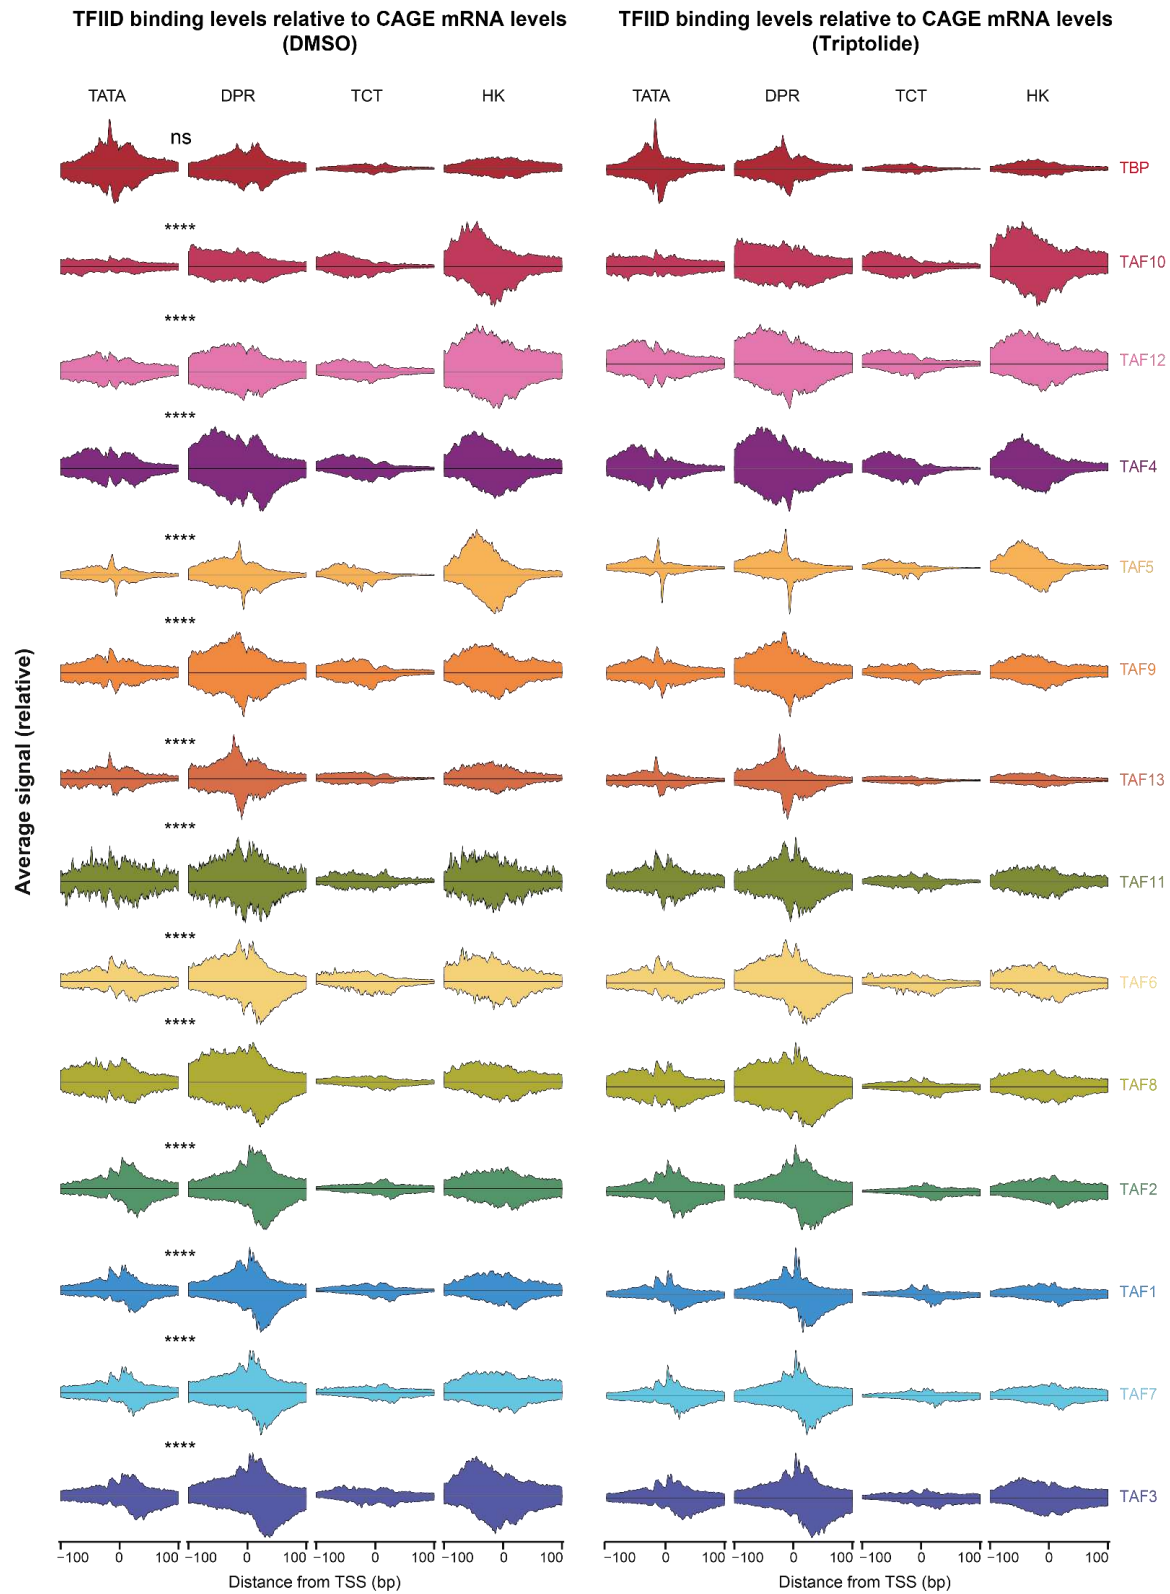

**Figure S7: Expression normalized TFIIID binding profile at promoter types.** CAGE-seq normalized average ChIP-nexus binding profile of all TFIIID subunits at TATA, DPR, TCT and HK promoters centered at the TSS in DMSO (control) and Triptolide conditions. Significance was calculated comparing the total ChIP-nexus occupancy between TATA and DPR promoters 100bp around the TSS (Wilcoxon test).

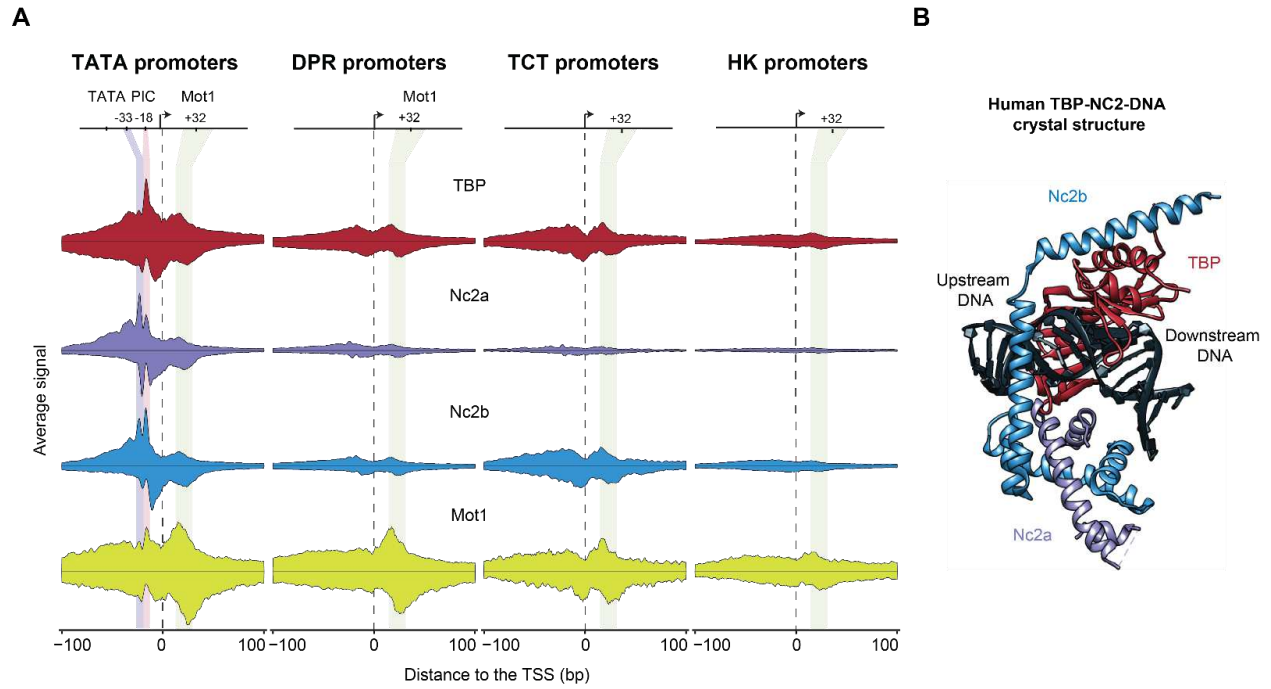

**Figure S8: NC2 and Mo1 binding profile at promoter types.**

A) Average Chip-nexus binding profile of all TFIID subunits at TATA, DPR, TCT and HK promoters centered at the TSS. B) Crystal structure of human NC2-TBP-DNA.

**A**

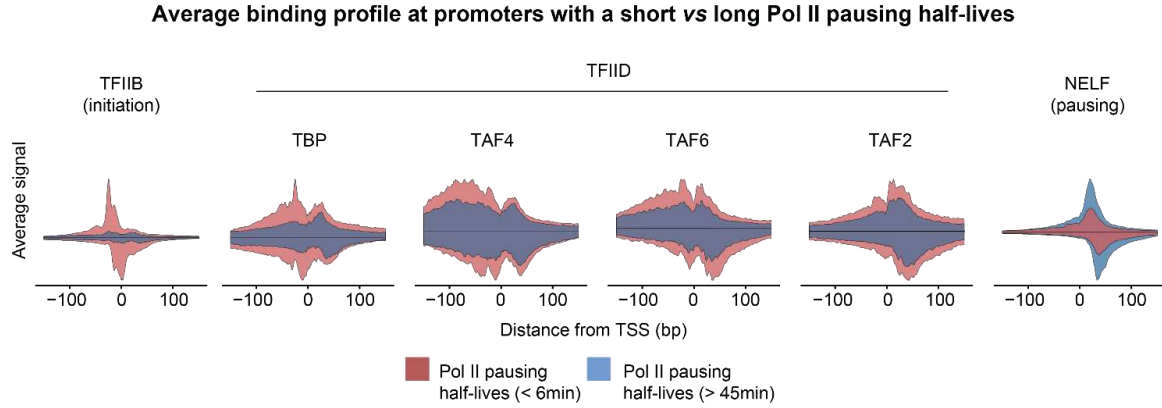

**B**

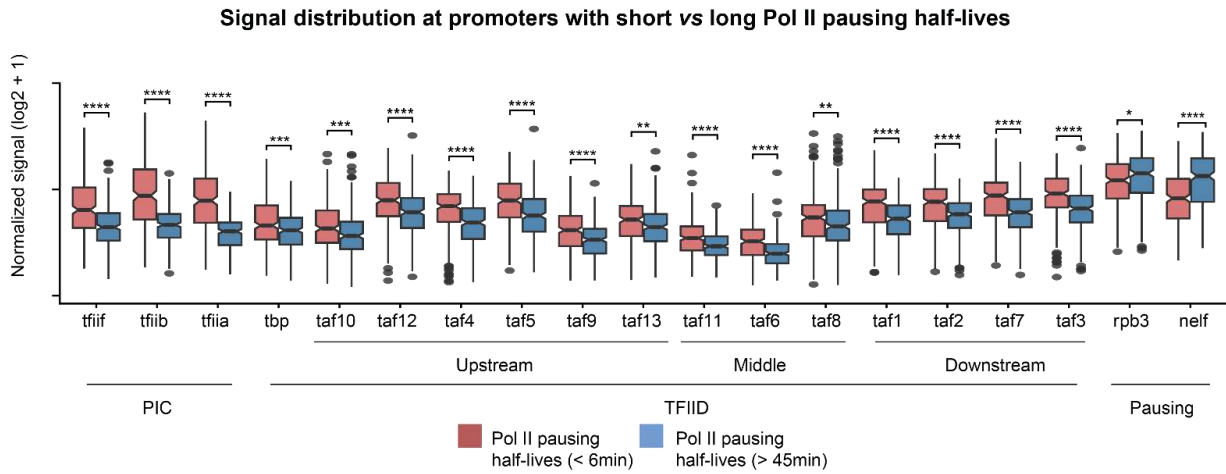

**Figure S9: Downstream TBP and TFIID occupancy is lower at promoters with stably paused Pol II.**

**A)** Average ChIP-nexus binding profile of TFIIB, TBP, TAF4, TAF6, TAF2 and NELF around the TSS of promoters with short (red, half-lives < 6min) and long (blue, half-lives > 45min) Pol II pausing half-lives (see Methods). **B)** Total ChIP-nexus levels at promoters with short (red) and long (blue) Pol II pausing half-lives. Levels of PIC components, including TFIID, are reduced at stably paused promoters, while levels of Pol II and the pausing factor NELF are increased (Wilcoxon test). Binding levels for PIC and TFIID factors are calculated 100bp around the TSS. For TBP, Pol II and NELF ChIP-nexus signal was calculated 50bp downstream of the TSS.

How the deposited data were processed for this re-analysis (not part of the article)

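RNA-seq of Kc167 cells was analysed for 2 libraries, replicates 1 and 2 of the DMSO control. The paper's methods state that paired-end reads were aligned to dm6 with STAR and counted per gene, from libraries made with a stranded kit and poly(A) enrichment. The authors deposited the STAR counts of each library in 3 strand columns, without normalization, and a table of counts, gene lengths and TPM. The deposited TPM is the count divided by the gene length in the table and scaled to a fixed total per library, and the authors' combined TPM is the mean of the 2 libraries. The table held 0 value columns without a sample or a group. ChIP-nexus and CAGE-seq data were not analysed here.

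Rows of the count files that name no gene were left out of library sizes. They hold unmapped read pairs, read pairs placed at several sites, read pairs outside genes and read pairs in overlapping genes, together 21.6% of the read pairs of replicate 1 and 21.0% of replicate 2. Gene symbols came from a table that pairs FlyBase identifiers with symbols. Coordinates, transcript numbers and exon lengths came from the Ensembl release 115 annotation of BDGP6.54, which covered 17710 of the 17807 genes. The 97 other genes have no exonic length and were left out wherever one was needed.

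With 1 condition, no differential test was made. The libraries were compared by Pearson and Spearman correlation across genes of log2(CPM + 1), by a chi-square of their counts against sampling noise, and by the common dispersion in edgeR 4.0.16, over genes with at least 10 counts in each library. The median gene-wise dispersion of DESeq2 1.42.0 was the alternative. Both tools ran in R 4.3.3, and other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The estimates were tested on simulated data for 2 libraries with the means and totals of the real ones over 8846 genes. Every simulated gene had the same coefficient of variation. The edgeR estimate was therefore not tested where variation differs between genes, as it does at the mitochondrial genes of the real libraries. At a simulated coefficient of variation of 5%, edgeR recovered 5.00% and the DESeq2 median gave 0.01%, its lower bound; at 20%, they gave 19.9% and 11.9%. The DESeq2 value is therefore not informative with 2 libraries.

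Gene lengths were recalculated in other ways: each exonic base counted once, and the longest annotated transcript. Confidence intervals of correlations across genes are 95% bootstrap intervals over genes from 1000 resamples, which describe these libraries and are not replicate error. Where a value has a spread between the replicates, an alternative was taken as unchanged within 1 SD; where it has none, only when equal to 3 significant digits; and a count of genes within 1.5 times the main count. This reading of a value without a spread was fixed after its alternatives had been computed: the correlation of the libraries had first been judged against a bootstrap SD over genes, under which unstranded counts and all genes with a count in either library also counted as changed.

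Promoter classes were planned to be rebuilt from the sequence around annotated transcription start sites. No genome sequence was used here, so the RNA levels by promoter class, the differences between classes and the TCT motif at ribosomal protein genes were not computed. Ribosomal protein genes were taken by symbol, RpL and RpS followed by any text. Such a list can take in related genes, RpLP0-like among them, and can miss ribosomal protein genes under other symbols. The rule for the genes named was written before the data were examined: the TFIID subunits and the other factors that the paper names, paralogs and testis homologs of the subunits, the 3 genes with the highest deposited TPM, the 5 genes with the largest difference between the libraries among those with at least 100 counts in total, the 5 genes with the highest share of unstranded reads lost in the stranded column among those with at least 100 unstranded counts in each library, 3 genes of dosage compensation, and the replication-dependent histone genes as a list. A list of 13 abundant testis transcripts (betaTub85D, dj, djl, Mst84Da, Mst84Db, Mst84Dc, Mst84Dd, Mst87F, Mst98Ca, Mst98Cb, ocn, Mst77F and fzo), the histone variants and the divergent gene pairs were added after the data were examined.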

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

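All tests in this part were chosen after the counts were seen, except the test of convergent neighbours. The libraries are of 1 condition, so no explanation by a difference between conditions was tested.

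Of the 7152 genes with at least 100 unstranded counts in each library, 138 had over 50% of their unstranded reads missing from the strand-matched count, because the reads lay on the opposite strand. The paper does not discuss reads on the opposite strand. Of the 138 genes, 128 are protein-coding. The median share of opposite-strand reads at these genes was 92.1%. Over 50% was lost in 135 of them in replicate 1 alone and in 136 in replicate 2 alone. The genes with the highest share were CG30184 (99.6%), lncRNA:CR44993 (99.6%), CG18233 (99.5%), CG32201 (99.4%) and CG18231 (99.4%). The last 3 lie in a row on the plus strand of chromosome 3L, from 18605472 to 18611862. The values argue against incomplete strand specificity of the libraries as the source of these reads. At 4709 protein-coding genes with at least 1000 counts in each library, the median share of opposite-strand reads was only 1.18%. The 95th percentile was 7.91%. The lowest share among the 138 genes, 51.9%, is set by the cut of 50% and is no separate evidence. For transcription from a convergent neighbouring gene, a counted gene on the opposite strand that points towards the gene and ends within 1000 bp in the annotation was predicted to be more frequent at these genes than at others, and it was not. Such a neighbour was annotated at 19 of the 138 genes, against a median of 25 in 10000 random lists of the same size matched on counts, 9383 of which had at least as many. The comparison with random lists cannot decide this, because read pairs in overlapping genes were left out of the unstranded counts. In replicate 1 these were 1449950 read pairs unstranded and 640467 strand-matched. Genes that overlap a convergent neighbour can therefore be missing from the list. The other 119 genes have no such neighbour, which argues against a neighbour of this kind as the source at those genes. Reads that run on from the neighbour were not measured, and at the 19 genes it stays open. Unannotated transcripts on the opposite strand and genes that end farther away were not tested. The deposited TPM uses the strand-matched counts; 67 of the 138 genes had a deposited TPM of at least 1, against 128 with unstranded counts.

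The gene mia, a testis homolog of a TFIID subunit that the paper does not discuss, lies on chromosome 3R from 5548115 to 5551168 on the minus strand of BDGP6.54. It had 1628 counts in replicate 1 and 1522 in replicate 2, together 3150, above the limit of 3 that a count of 0 allows. Its deposited TPM was 23.6 ± 0.0480 (SD, n = 2). Reads from testis cells would bring other testis transcripts. The other testis homologs nht, can, sa and Taf12L had 40 counts together in both libraries, nearly all at Taf12L, with 22 in replicate 1 and 17 in replicate 2. Of the 13 abundant testis transcripts listed, 6 had 0 counts in both libraries and 2 had at least 10 in each, ocn with 40 and 25 and fzo with 100 and 89. Their median was 1 count over both libraries. Reads from the opposite strand made up 1.78% of the reads of both strands at mia. Both explanations are argued against by these values. Reads shared with a similar sequence and transcription through mia from upstream were not tested. The nearest gene on the same strand, CG2519, lies 340 bp from mia in the annotation and does not overlap it, so transcription through mia stays open.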

How the results depend on the processing

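The alternative gene lengths, the sets without mitochondrial or ribosomal protein genes and all alternatives for the ribosomal protein genes and for the number of transcripts were chosen after the data were examined; the others were set before.

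The Pearson correlation of the libraries was 0.999 with unstranded counts, with all genes that had a count in either library and without mitochondrial genes. The Spearman correlation was 0.999 with unstranded counts and without mitochondrial genes, and 0.986 over all genes that had a count in either library, a set that adds genes under 10 counts; the cause was not tested. TMM scaling applies one factor to a library, so it could not test either correlation. With a pseudocount of 0.1 the Pearson correlation was 0.998; the cause was not tested, but the smaller pseudocount gives more weight to low counts. The biological coefficient of variation was 1.78% with unstranded counts and 1.77% over all genes with a count in either library. It was 1.24% without mitochondrial genes, so these genes hold part of the variation. The DESeq2 median was 0.01%, which is the lower bound of that estimate, and it gave the same value for simulated libraries with a coefficient of variation of 5%.

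The number of genes with at least 10 counts was 9108 with unstranded counts and from 9004 to 9075 across the fits that each left out one replicate. It was 11389 at a minimum of 1 count, within 1.5 times the main number of 8846. The unstranded and the strand-matched rule shared 8604 genes. Deposited TPM was at least 1 for 8508 genes, and for 8314 with each exonic base counted once and 8295 with the longest transcript as gene length; 8192 genes passed under both of the first 2.

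The median log2(TPM + 1) of ribosomal protein genes was 11.41 with each exonic base counted once, 11.44 with the longest transcript, 10.92 with unstranded counts, 10.28 with CPM in place of TPM and 10.96 over genes with at least 10 counts in each library. It was from 10.87 to 10.91 with one replicate left out. The rank correlation of RNA level with the number of annotated transcripts changed sign with the gene length: it was -0.280 with the deposited length, 0.0422 with each exonic base counted once and 0.0733 with the longest transcript. Without ribosomal protein and mitochondrial genes it was -0.291, and 0.0380 with each exonic base counted once. With one replicate left out it was from -0.280 to -0.279. Of 41 single genes, TPM from unstranded counts moved 20 and left 21 unchanged. Counting each exonic base once moved 37 and left 4 unchanged, as did the longest transcript as gene length. Of the 41 genes, 25 have the same length when each exonic base is counted once. Any change in their TPM under that setting came from the common rescaling alone.

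No paired analysis was possible because both libraries are of the same condition. RNA levels by promoter class, differences between classes and the TCT motif, with all their alternatives, were not run, since they need the genome sequence. With 2 libraries, the SD of a gene rests on 2 values, and genes under 10 counts have no reliable level.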

Other observations

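All tests in this part were chosen after the result was seen. The design holds 1 condition, so no explanation by a difference between conditions was tested.

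The deposited TPM falls with the number of annotated transcripts of a gene, with a rank correlation of -0.280 (95% bootstrap interval from -0.301 to -0.260) across 8263 protein-coding genes. If genes with more transcripts had less RNA, the relation was predicted to stay negative with the other gene lengths too. It was 0.0422 (interval from 0.0213 to 0.0629) with each exonic base counted once and 0.0733 (interval from 0.0516 to 0.0971) with the longest transcript. A candidate explanation is therefore the gene length, which adds up shared exons once per transcript. With both other lengths the interval lay above 0. For these 8263 genes and these lengths, this argues against less RNA at genes with more transcripts. Genes are not independent replicates. The paper's comparison of RNA-seq levels between promoter classes in Fig. S5C was not recalculated with another length.

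The RNA levels of the 14 TFIID subunit genes depend on that length. With the deposited length the highest was Taf13, at 216 ± 9.94 TPM (SD, n = 2), and the lowest Taf1, at 12.6 ± 0.0954 (SD, n = 2), which is 17.2 times lower. With each exonic base counted once the range was 7.06 times, from 19.5 ± 1.13 TPM for Taf7 (SD, n = 2) to 138 ± 5.67 for Taf13 (SD, n = 2). Taf4, with 9 annotated transcripts, changed from 20.4 to 98.9 TPM, and moved from rank 3 from the bottom to rank 13. Taf1, with 6 transcripts, changed from 12.6 to 46.7 TPM and moved from rank 1 to rank 8. Taf13 was highest and Taf7 among the lowest 2 with both lengths and with the longest transcript. The 8 subunit genes with 1 transcript kept their length and changed by the scaling alone, Tbp for example by a factor of 0.638. RNA levels are not protein levels, and the paper's ChIP-nexus signals were not analysed here.

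The 111 replication-dependent histone genes had 16 counts together in both libraries, and 108 of them had 0 in both. The histone variant genes were counted, His2Av with 24600 and 23235 counts and His3.3B with 62982 and 59429. Reads shared between near-identical copies, which are counted on no gene, and transcripts without a poly(A) tail, which the library preparation selects against, both lead to few counts. They cannot be told apart from these 16 counts, since the list holds no single-copy replication-dependent histone gene that would separate them.

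Mitochondrial RNA differed between the replicates. Mitochondrial genes held 4.90% of gene counts in replicate 1 and 4.17% in replicate 2. Most of this share was the single gene mt:lrRNA, with 4.09% in replicate 1 and 3.56% in replicate 2. Of the 10 mitochondrial protein-coding genes with at least 100 counts in total, 9 were higher in replicate 1, with log2 ratios from -0.56 to 0.93 and a median of 0.41, and mt:lrRNA had a log2 ratio of 0.20. The spread of the log2 ratio over all 7673 genes with at least 100 counts was 0.10 (SD). That is a spread of single genes, so it does not test the median of a list, and each replicate is 1 library.

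Among 8263 protein-coding genes with at least 10 counts in each library, 322 pairs on opposite strands had annotated 5′ ends within 100 bp of each other, pointing away from each other, and 640 genes (7.75%) were in such pairs. They include 3 TFIID subunit genes. Taf10 and its paralog Taf10b on chromosome 2L have 5′ ends 45 bp apart and had 48.7 ± 1.16 and 64.5 ± 5.41 TPM (SD, n = 2). Taf2 is paired with CalpB at 79 bp and Taf12 with Ho at 53 bp.

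The dosage compensation RNAs were low, with 6 counts of lncRNA:roX1 and 16 of lncRNA:roX2 in each library, and msl-2 had 454 and 449. Genes on the Y chromosome had 38 counts together in replicate 1 and 40 in replicate 2.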
